# Endothelial-Enriched lncRNA Gm39822 Modulates Inflammation and Dysfunction in Non-Diabetic Endothelial Cells

**DOI:** 10.3390/ijms26178147

**Published:** 2025-08-22

**Authors:** Amit Chandra, Emre Bektik, Vinay Randhawa, Mark W. Feinberg

**Keywords:** endothelial dysfunction, lncRNA, diabetes, inflammation

## Abstract

Endothelial dysfunction underlies several vascular complications, including diabetes and atherosclerosis. However, the underlying role of long non-coding RNAs (lncRNAs) remains poorly understood. This study elucidated the role of lncRNA Gm39822 in regulating endothelial dysfunction under healthy and diabetic conditions. Our data revealed that Gm39822 is enriched and upregulated in non-diabetic endothelial cells when exposed to high glucose or inflammatory cytokines (TNF-α and IL-1β). Gm39822 overexpression promoted the expression of vascular cell adhesion molecule-1 (VCAM-1) and the adhesion of leukocytes in non-diabetic ECs but not in diabetic ECs. Conversely, Gm39822 silencing reduced VCAM1 expression and leukocyte adhesion in non-diabetic ECs and not in diabetic ECs. Gm39822 deficiency reduced the expression of inflammatory mediators (including p-P65, P65, P50, p-P38, P38, P-ERK1/2, and ERK1/2) in non-diabetic ECs. Furthermore, Gm39822 knockdown inhibited the secretion of pro-inflammatory cytokines, including TNF-α, IL-1β, and IL-6, suggesting that Gm39822 regulates EC inflammatory responses. Mechanistically, we identified C1D, a nuclear-enriched corepressor, as an interacting partner of Gm39822 that could play an important role in mediating Gm39822 functions in non-diabetic ECs. Collectively, our results identify a novel lncRNA Gm39822 and provide insights into the molecular mechanisms underlying endothelial dysfunction. These findings highlight Gm39822 as a potential therapeutic target for mitigating vascular complications associated with non-diabetic endothelial dysfunction.

## 1. Introduction

Endothelial dysfunction underlies the onset and progression of several cardiovascular diseases, including atherosclerosis, hypertension, and diabetes mellitus. Endothelial homeostasis can be influenced by various external and internal cues, such as inflammation, dyslipidemia, and obesity, that may lead to increased vascular permeability, oxidative stress, and impaired vasodilation [1]. Despite optimized medication therapy and lifestyle modifications, endothelial dysfunction can persist, and the underlying etiologies are poorly understood.

Recently, long non-coding RNAs (lncRNAs) have emerged as crucial regulatory molecules in health and disease, including cardiovascular disease. LncRNAs are non-coding transcripts greater than 200 nucleotides in length that can interact with DNA, other non-coding RNAs (e.g., microRNAs), mRNAs, or proteins to regulate gene expression by various mechanisms, including chromatin remodeling, transcriptional, translational, and post-transcriptional regulations [2]. The human genome encodes thousands of lncRNAs, many of which are evolutionarily poorly conserved yet exhibit a cell-type- or stimulus-specific expression pattern and are localized to a particular subcellular fraction [3]. A growing body of evidence now highlights the role of lncRNAs in maintaining endothelial homeostasis in vascular inflammation and atherogenesis. For example, lncRNAs, MALAT1, ANRIL, SENCR, SNHG12, and VINAS have been shown to regulate different aspects of endothelial proliferation, migration, inflammatory responses, or vascular senescence [4,5,6,7,8]. These findings underscore the importance of lncRNAs in cardiovascular pathology and suggest that identifying novel lncRNAs with endothelial regulatory functions could provide valuable insights into disease mechanisms.

In this study, we identified the lncRNA Gm39822, a previously uncharacterized lncRNA, as a critical regulator of endothelial cell functions. Our findings reveal that Gm39822 exerts distinct and contrasting effects under diabetic and non-diabetic conditions. Gm39822 acts as a pro-inflammatory lncRNA in non-diabetic mouse endothelial cells (mECs). Interestingly, Gm39822 exhibits an anti-inflammatory phenotype in diabetic endothelial cells (db mECs). This context-dependent role of Gm39822 suggests a dynamic regulatory mechanism influenced by the metabolic status and disease conditions. Further mechanistic analysis revealed that Gm39822 interacts with C1D, a nuclear-enriched DNA-binding corepressor, specifically in non-diabetic mECs and not diabetic mECs.

Given the growing interest in lncRNAs as therapeutic targets, understanding the molecular mechanisms underlying Gm39822 function may provide new strategies for modulating endothelial inflammation and vascular dysfunction in cardiovascular diseases. This study highlights the complex role of Gm39822 in endothelial physiology and underscores the contrasting roles of a lncRNA in context-specific conditions.

## 2. Results

### 2.1. Gm39822 Is an Endothelial-Enriched lncRNA Localized in the Nucleus

We have previously identified non-coding RNAs that play key roles in diabetes-associated atherosclerosis [9,10]. To investigate changes in the aortic transcriptome associated with this condition, we used LDL-receptor-deficient (LDLR^–/–^) male mice fed on a high-fat sucrose diet (HFSC) for up to 12 weeks to simulate atherosclerosis progression. Aortic intima were isolated from HFSC-diet-fed mice at 0, 2, and 12 weeks, and bulk RNA sequencing was performed; 140 lncRNAs were differentially expressed at the 12-week time point, as reported previously [9]. In this study, we sought to identify potential endothelial-enriched lncRNAs from this set of lncRNAs that could play a key role in the physiology of endothelial cell function. Herein, we report Gm39822, an endothelial-enriched lncRNA, which exhibits a context-specific role in maintaining endothelial function.

The long non-coding RNA Gm39822 encompasses a length of 2.284 kb in the forward strand of chromosome 11 (from 51,789,793 to 51,800,451 nucleotides) in the mouse genome. Gm39822 is predicted to be a non-coding RNA, as is also observed by its low coding potential score (0.18), which closely resembles the scores of previously identified non-coding RNAs, such as MALAT1 (0.02), MAARS (0.05), and HOTAIR (0.03), compared to the score of protein coding genes, such as HPRT1 (0.96), GAPDH(0.99), and TNF (0.99) (Figure 1A). Further quantification of Gm39822 via qRT-PCR showed that it is particularly enriched in mouse brain endothelial cells (bEND.3) when compared to PBMCs, MOVAS (mouse aortic smooth muscle cells), and BMDMs (bone-marrow-derived macrophages (Figure 1B). Furthermore, we observed that Gm39822 is more abundant in endothelial cells derived from non-diabetic mice (mEC) than the diabetic mouse ECs (db mEC) (Figure 1C). Interestingly, treatment of high glucose or inflammatory stimuli (TNF-α, or IL-1β) induced the expression of Gm39822 in the mECs, but there was no change in the Gm39822 expression in the db mECs after treatment with either glucose or inflammatory stimuli (TNF-α, or IL-1β) (Figure 1C). The subcellular localization of lncRNAs can be a primary indicator of their potential functions, such as regulation of chromatin or transcription in the nucleus or translational regulation in the cytoplasm [11]. Therefore, we quantified the relative abundance of Gm39822 in the nuclear and cytosolic fractions of total RNAs in the bEND.3 cells. The qRT-PCR data showed that Gm39822 is significantly enriched in the nuclear fraction compared to the cytosolic fraction (Figure 1D). In this experiment, we used previously identified nuclear lncRNAs (XIST and NEAT1) as positive controls for the nuclear fraction and mRNA of HPRT1 and β-actin as positive controls for the cytosolic fraction of total RNA. We further validated that Gm39822 is nuclear-enriched in bEND.3 cells by RNA-ISH confirming that Gm39822 is enriched in the nucleus (Figure 1E).

### 2.2. Gm39822 Promotes the Expression of VCAM-1 and Attachment of Monocytes to Non-Diabetic Endothelial Cells but Not in Diabetic Endothelial Cells

We next sought to decipher the functional roles of Gm39822 in endothelial cells under basal and pro-inflammatory stimuli using knockdown and overexpression strategies in bEND.3 cells, mECs, and db-mECs (Supplementary Figure S1A–F). Because pathological activation of ECs leads to excessive recruitment of leukocytes to the vascular endothelium and is a key event in atherosclerosis progression [12], we quantified the impact of Gm39822 on the expression of VCAM-1 (vascular cell adhesion molecule-1) and monocyte recruitment to ECs. The GapmeR-mediated knockdown of Gm39822 decreased, whereas overexpression of Gm39822 increased leukocyte adhesion to bEND.3 cells (Supplementary Figure S2A–C). In line with this, Gm39822 knockdown downregulated VCAM-1 expression, whereas overexpression of Gm39822 upregulated VCAM-1 expression at the mRNA (Supplementary Figure S2D,E) and protein levels (Supplementary Figure S2F–I), under both basal and TNF-α treatment. Subsequently, we extended our study to primary mECs and db mECs. Similar to observations in bEND.3 cells, GapmeR-mediated knockdown of Gm39822 decreased the number of monocytes attached to mECs under both basal and IL-1β-stimulated conditions (Figure 2A,B). Interestingly, the number of monocytes attached to db mECs did not change due to Gm39822 knockdown under either the basal or IL-1β treatment (Figure 2C,D). VCAM-1 is a prominent membrane protein that mediates the attachment of leukocytes to ECs and consequently plays a key role in the development of atherosclerosis. Therefore, we quantified the expression of VCAM-1 post-Gm39822 knockdown and overexpression in mECs and db ECs. We found that knockdown of Gm39822 inhibited the expression of VCAM-1 at both the RNA (Figure 2E) and protein levels (Figure 2F,G) in mECs but not in db-mECs (Figure 2H–J).

In line with these findings, the overexpression of Gm39822 in mECs increased the attachment of leukocytes to mECs (Figure 3A,B) but not to db mECs (Figure 3C,D). As expected, Gm39822 overexpression induced VCAM-1 expression at the mRNA (Figure 3E) and protein levels (Figure 3F,G) in mECs, whereas there were no changes in VCAM-1 expression following Gm39822 overexpression in db mECs at either the mRNA (Figure 3H) or protein levels (Figure 3I,J).

### 2.3. Gm39822 Regulates the Transcriptomic Network of Cytokine Production in Endothelial Cells

To further explore the molecular pathways underlying the functional role of Gm39822, we performed RNA sequencing after Gm39822 knockdown in bEND.3 cells. 

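bEND.3 is an immortalized line of mouse brain endothelial cells. A GapmeR is a short antisense oligonucleotide with a DNA core that directs RNase H to the RNA it pairs with, and it was used at 100 nM, as was the negative control oligonucleotide. RNA was depleted of ribosomal RNA and sequenced as paired reads, and the authors aligned the reads to mm10 with STAR and deposited the number of reads counted on each of 49315 Ensembl genes, without normalization. The paper's text does not name the program that counted the reads or say whether it used strand, so overlapping and antisense genes may share reads. Counts of 4 GapmeR samples and 2 negative control samples were analysed here, while the paper gives n = 4 for each group. The total counts were 33074972, 37117934, 30264086 and 31067184 in GapmeR samples 1 to 4 and 29261988 and 34266811 in the negative controls. The 18234 genes with at least 5 counts in at least 2 samples were scaled by edgeR's TMM method and tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment. An exact permutation test of 4 samples against 2 has 15 splits, and its smallest p-value is 0.0667.

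Gm39822, listed as ENSMUSG00000110618, lies on chromosome 11 of mm10 from 51897312 to 51909624. It had 2, 1, 4 and 2 counts in GapmeR samples 1 to 4 and 61 and 56 counts in the negative controls. Its normalized expression was 0.0689 ± 0.0433 CPM (SD, n = 4) after knockdown and 1.99 ± 0.334 CPM (SD, n = 2) in the controls. The log2 fold change was -4.82 (standard error 0.41, adjusted p = 8.8e-08 from edgeR's quasi-likelihood test). The smallest amount the depth can show, 3 counts, was between 0.0808 and 0.103 CPM, so the transcript was near the limit of detection in all GapmeR samples. Same-numbered GapmeR and negative control samples did not deviate together from their group means (mean correlation 0.0306 across 8821 genes, which are not independent replicates). With the replicate number as a block, the log2 fold change was -5.46. That block rests on 4 samples, since GapmeR samples 3 and 4 have no same-numbered control. It leaves 1 residual degree of freedom, so its p-values rest almost wholly on the spread shared across genes.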

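Principal components were computed on variance-stabilized counts of the 500 most variable genes. PC1 held 97.6% of the variance and PC2 held 1.17%. On PC1 the GapmeR samples lay at -11.7, -12.5, -12.0 and -13.5 and the negative controls at 24.7 and 25.1. The smallest gap between a GapmeR sample and a control on PC1 was 36.4, whereas the GapmeR samples spanned 1.85 and the controls 0.405. With all genes passing the filter in place of 500, PC1 held 85.0% of the variance, which was the largest move among the alternatives. All GapmeR samples lay above both controls or below both in 10804 of the 18234 genes, or 59.3%, where chance gives 13.3%.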

Principal component analysis showed good separation of control and Gm39822 knockdown samples (Figure 4A). 

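In bEND.3 cells treated with the Gm39822 GapmeR, 8268 of the 18234 genes tested had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, of which 4625 were higher and 3643 were lower than in the negative controls. Of these, 3238 were at least 1.5-fold higher and 1390 at least 1.5-fold lower. The biological coefficient of variation was 8.42%, which is the typical relative spread between samples of a group. With the replicate number as a block, 7962 genes passed, 7294 of them among the 8268. The setting that moved the total most was an unadjusted p-value under 0.01 with an absolute log2 fold change of at least 0.58, which left 4210 genes.

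Among genes with an adjusted p-value under 0.05 from edgeR, a mean of at least 1 CPM and groups that do not overlap, the lowest log2 fold changes were those of Acod1 (-5.00, standard error 0.17), Gm39822, Crisp1 (-4.23, standard error 0.16), Coch (-3.96, standard error 0.13) and Krt16 (-3.94, standard error 0.11). Acod1 fell from 40.3 ± 7.15 CPM (SD, n = 2) in the controls to 1.25 ± 0.354 CPM (SD, n = 4). The genes with the highest log2 fold changes by the same criteria, Btbd16, Tph2, Ccdc154, Rrh and Gm1123, had at most 1 count in each control, so their folds are lower bounds. Btbd16 had 452, 638, 453 and 530 counts in GapmeR samples 1 to 4 and 0 and 1 in the controls, and was at least 150.1-fold higher. Tph2 was at least 26.8-fold higher, Ccdc154 at least 21.7-fold, Rrh at least 21.2-fold and Gm1123 at least 20.3-fold. In the GRCm39 annotation, an expressed gene on the same strand ends within 10 kb upstream of Btbd16 (Tacc2), Ccdc154 (Clcn7), Rrh (Gar1) and Gm1123 (Pik3cb), and none does for Tph2.

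**Figure D1:**
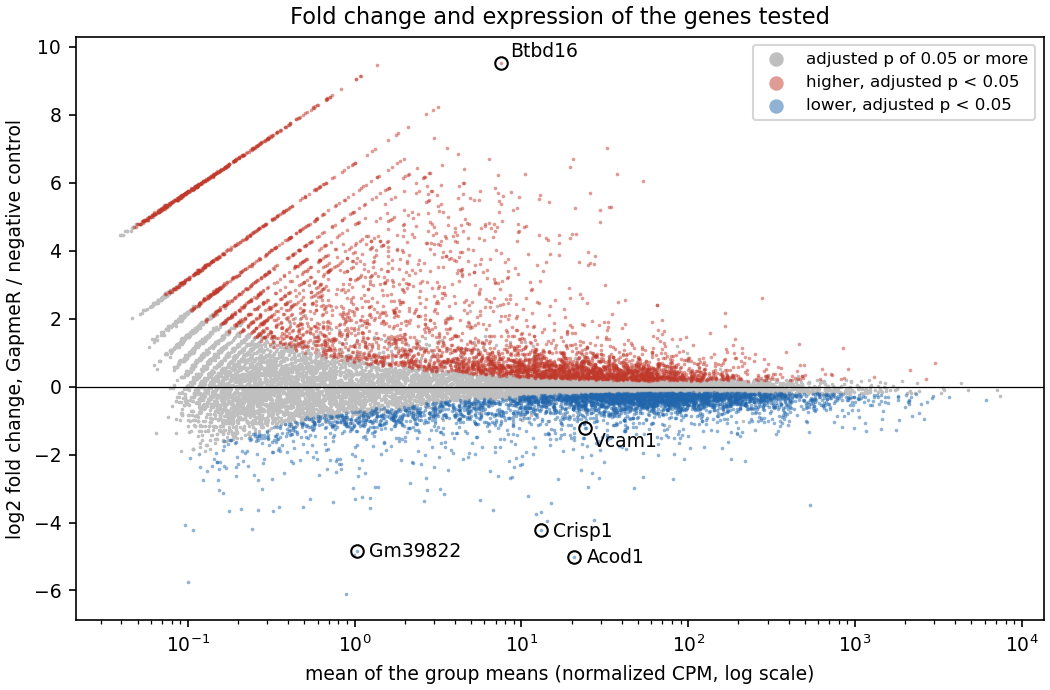
Log2 fold change of each tested gene (vertical axis) against the mean of its group means in normalized CPM (horizontal axis, log scale), with 1 point per gene and adjusted p-values from edgeR's quasi-likelihood test. The higher genes extend to larger fold changes than the lower genes, mostly at low expression, and the diagonal lines of points at the upper left are genes with no or very few counts in the controls.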

Gm39822 knockdown altered the expression of 4607 genes, of which 2568 genes were upregulated, and 2039 genes were downregulated at an adjusted *p*-value of <0.05 (Figure 4B). Pathway analysis of downregulated genes showed “cytokine production in intestinal epithelial cells” and “interferon gamma signaling” among the top downregulated pathways, whereas “phagosome formation” was the top upregulated pathway (Figure 4C). 

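IPA was not used here. Lists of genes were written by hand before the data were examined, and each was tested with limma's camera test on log2 CPM with an inter-gene correlation of 0.01, adjusted over 7 lists. The interferon gamma response list had 53 genes tested, of which 51 were lower after knockdown, with a median log2 fold change of -0.52 (adjusted p = 2.1e-12 from limma's camera test). With the replicate number as a block, its median was -0.52 (adjusted p = 1.0e-09 from the same test). Of the 53 genes, 45 had an adjusted p-value under 0.05 over all genes tested by edgeR, 44 lower and 1 higher. When adjusted over the list alone, 48 passed. No list for other interferons was tested, so the fall cannot be assigned to interferon gamma alone.

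The list of phagocytic receptors and integrins had 54 genes tested, 34 higher and 20 lower, with a median log2 fold change of 0.40 (adjusted p = 0.725 from limma's camera test). Of these, 15 were higher and 15 lower with an adjusted p-value under 0.05 from edgeR. With the block, its median was 0.05 (adjusted p = 0.932 from the same test). Against 10000 random lists matched on mean expression, the median lay at percentile 99.9 (adjusted p = 0.0042 from this permutation). The mean log2 difference of the list from the controls was 0.26, 0.20, 0.73 and 0.66 in GapmeR samples 1 to 4, and the higher values came with more counts on macrophage marker genes. The paper selects its pathways from the differentially expressed transcripts with Fisher's exact test and z-scores (Figure 4C).

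**Figure D2:**
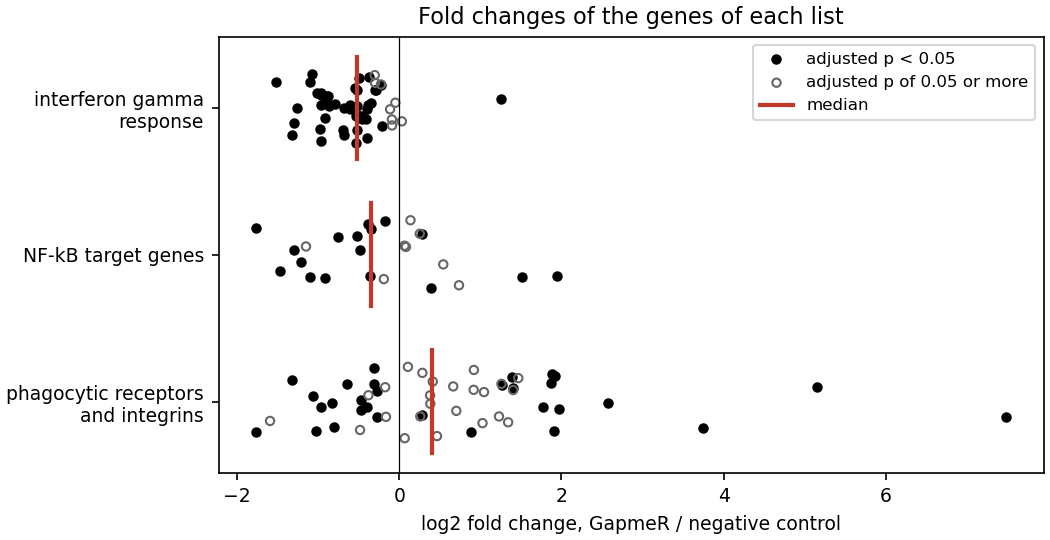
Log2 fold changes (horizontal axis) of the genes of each list, with 1 point per gene, filled where the adjusted p-value from edgeR's quasi-likelihood test was under 0.05, and a vertical line at the median. The interferon gamma response genes lie almost all below 0, while the phagocytic receptors and integrins spread on both sides.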

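In the interferon gamma response list, the largest changes were in Gbp10, with a log2 fold change of -1.52 (standard error 0.15, adjusted p = 2.5e-05 from edgeR's quasi-likelihood test), H2-Q4 at -1.32, Cxcl10 at -1.29 and H2-K1 at -1.26. The 1 gene of the list that was higher with an adjusted p-value under 0.05 was Mx2, named after its values were seen, with a log2 fold change of 1.25 (standard error 0.08, adjusted p = 6.3e-09 from edgeR's quasi-likelihood test). Gbp10 belongs to a family of similar guanylate-binding protein genes, and H2-Q4 and H2-K1 to the similar genes of the major histocompatibility complex, so the authors' counting could have split reads between family members. H2-K1 fell from 2026 ± 181 CPM (SD, n = 2) to 848 ± 159 CPM (SD, n = 4). In the list of phagocytic receptors and integrins, the largest changes were in Itgb6, Tlr1, Itga10 and Itga7, all higher, and the lowest log2 fold change was -1.77. Itgb6 had 20, 27, 20 and 26 counts in GapmeR samples 1 to 4 and 0 in both controls, and was at least 6.76-fold higher. Tlr1 had 3 to 6 counts after knockdown and 0 in both controls, and was at least 1.32-fold higher. Itga10 rose from 0.511 ± 0.103 CPM (SD, n = 2) to 6.84 ± 0.736 CPM (SD, n = 4), with an adjusted p = 1.3e-09 from edgeR's quasi-likelihood test. Itga7 rose from 0.271 ± 0.0293 CPM (SD, n = 2) to 1.62 ± 0.182 CPM (SD, n = 4), with an adjusted p = 9.2e-06 from edgeR's quasi-likelihood test.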

GO chord plots of the top downregulated and upregulated (Figure 4D) pathways revealed several known transcripts associated with these pathways. 

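Vcam1 (ENSMUSG00000027962) lies on chromosome 3 of mm10 from 116110020 to 116129688. Its counts were 536, 494, 484 and 452 in GapmeR samples 1 to 4 and 901 and 1093 in the negative controls. Normalized expression fell from 33.6 ± 0.959 CPM (SD, n = 2) to 14.5 ± 1.47 CPM (SD, n = 4), a log2 fold change of -1.21 (standard error 0.10, adjusted p = 4.0e-08 from edgeR's quasi-likelihood test). With the replicate number as a block the log2 fold change was -1.24 (adjusted p = 2.6e-25 from the same edgeR test). This p-value rests on 4 samples with 1 residual degree of freedom, and so almost wholly on the spread shared across genes. All GapmeR samples were below both controls (2-sided exact permutation test, p = 0.0667, the smallest this design allows). With each sample left out in turn, the log2 fold change stayed between -1.25 and -1.15. Scaled by library size only, it was -1.06, the largest move among the alternatives.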

As expected, the knockdown of Gm39822 decreased the transcript levels of VCAM-1 (Figure 4E). We assessed for specific transcripts within cytokine production that were downregulated and found several proinflammatory markers that were suppressed, including SELE, IL6, IL18, STAT1, and CCL2 (Figure 4E). These findings suggest that Gm39822 may regulate inflammatory pathways.

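Sele fell from 23.6 ± 1.63 CPM (SD, n = 2) in the negative controls to 12.5 ± 1.54 CPM (SD, n = 4) after Gm39822 knockdown, a log2 fold change of -0.92 (standard error 0.11, adjusted p = 4.2e-06 from edgeR's quasi-likelihood test). Il6 fell from 19.2 ± 0.484 CPM (SD, n = 2) to 8.93 ± 0.955 CPM (SD, n = 4), with a log2 fold change of -1.10 (standard error 0.11, adjusted p = 5.2e-07 from edgeR). For Ccl2 the values were 242 ± 13.2 CPM (SD, n = 2) and 143 ± 14.1 CPM (SD, n = 4), a log2 fold change of -0.76 (standard error 0.09, adjusted p = 2.9e-06 from edgeR). Il18 was close to the limit of detection, with 6, 7, 9 and 8 counts in GapmeR samples 1 to 4 and 24 and 34 in the controls, and its log2 fold change of -2.12 had the largest standard error of these genes, 0.37 (adjusted p = 0.00019 from edgeR).

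In each of these 4 genes all GapmeR samples were below both controls (2-sided exact permutation test, p = 0.0667). With the replicate number as a block, the log2 fold changes were -0.90 for Sele, -0.98 for Il6, -2.42 for Il18 and -0.69 for Ccl2. In mm10, Sele lies on chromosome 1 from 164039614 to 164058487, Il6 on chromosome 5 from 30013114 to 30019975, Il18 on chromosome 9 from 50554700 to 50581841 and Ccl2 on chromosome 11 from 82035577 to 82037452.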

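From the fall of these transcripts and of the cytokine and interferon gamma pathways, the paper proposes that Gm39822 may regulate inflammatory pathways. A hand-written list of 25 NF-kB target genes had 15 genes lower and 10 higher after knockdown, with a median log2 fold change of -0.34 (adjusted p = 0.0115 from limma's camera test). With the replicate number as a block, the median was -0.37 (adjusted p = 0.0174 from the same test), and with an inter-gene correlation of 0.05 the adjusted p from limma's camera test was 0.0721. The list holds 8 genes that the paper names or measures, Vcam1, Sele, Il6 and Ccl2 among them, so its shift in part restates their fall. Without these 8 genes, a choice made after seeing the data, 8 of the other 17 were lower and 9 higher. Their median was 0.06 (adjusted p = 0.277 from limma's camera test), and with the block -0.06 (adjusted p = 0.298 from the same test). Among these 17, all 8 lower genes had an adjusted p-value under 0.05 from edgeR, but only Birc3, Tnfaip3 and Traf1 of the higher ones. In the whole list, 13 lower and 4 higher genes passed. The paper reports the 8 genes left out as lower, in transcripts or supernatant, although the Csf3 transcript, 1 of them, was higher here. Leaving out genes reported as lower favours a remainder without a fall, so it does not test the list as a whole. As a set, the other 17 genes were not shifted in limma's camera test. Over the alternatives with the whole list, the adjusted p from limma's camera test was 0.00034 to 0.0721. The largest falls in the list were in Selp, with a log2 fold change of -1.76 (standard error 0.07), and Ccl7, at -1.48 (standard error 0.30), while Csf3 rose by 1.94 (standard error 0.55) and Traf1 by 1.52 (standard error 0.19). Csf3 had 1 and 9 counts in the negative controls, so its rise rests on few counts.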

### 2.4. Knockdown of Gm39822 Suppresses Multiple Pathways of Inflammation in Non-Diabetic Endothelial Cells but Promotes Inflammatory Pathways in Diabetic Endothelial Cells

We next explored a range of cytokine signaling pathways, as the cytokine production pathway was shown to be downregulated in the RNA-Seq analysis, and cytokines/chemokines are critical in regulating inflammatory response in ECs. 

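Of the 19 cytokines that the paper reports as lower in the supernatant of bEND.3 cells, 7 had transcripts with enough counts to be tested in the RNA-Seq data. Cxcl10, Il6 and Ccl2 were lower after knockdown with adjusted p-values under 0.05 from edgeR's quasi-likelihood test, and Ccl4 and Csf3 were higher. Cxcl10 fell from 212 ± 27.1 CPM (SD, n = 2) to 86.5 ± 14.4 CPM (SD, n = 4). Ccl5 had a log2 fold change of -1.15 (standard error 0.37), which did not pass adjustment (adjusted p = 0.0676 from edgeR), and DESeq2's Wald test gave it an adjusted p of 0.0127, while over the alternatives this went up to 0.44 with the replicate number as a block. Csf1 had a log2 fold change of -0.19 (adjusted p = 0.0535 from edgeR). Over the alternatives its adjusted p went from 0.0430 (edgeR without GapmeR 1) to 0.668 (edgeR with library size only, log2 fold change -0.04). With no filter its adjusted p was also under 0.05 (0.0458 from edgeR). Ccl4 had a log2 fold change of 0.84 (standard error 0.27, adjusted p = 0.0196 from edgeR), and its adjusted p from DESeq2's Wald test was 0.0594 and from edgeR with the replicate block 0.0288. Adjusted over the 7 transcripts alone, all 7 passed, 5 of them lower. Transcripts of Ifng, Il1a, Il3, Il5, Il9 and Il17a had at most 3 counts in every sample, so a change in them was not detectable at this depth.

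**Figure D3:**
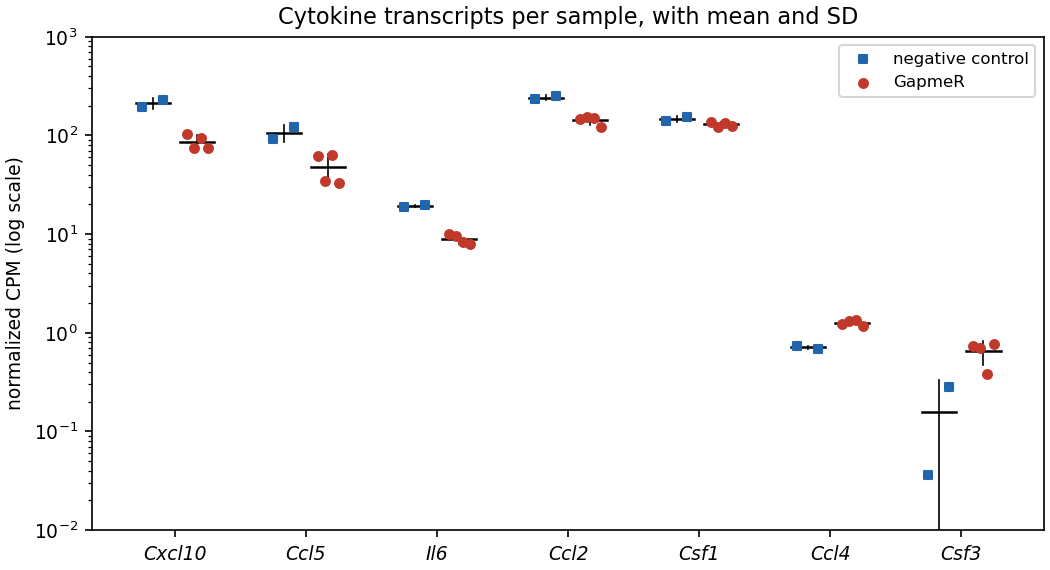
Normalized CPM (vertical axis, log scale) of the 7 cytokine transcripts in each GapmeR sample (circles) and negative control (squares), with the mean as a horizontal line and the SD as a vertical line, which for Csf3 in the controls runs off the lower end of the log axis. The GapmeR samples lie below both controls for Cxcl10, Ccl5, Il6, Ccl2 and Csf1, and above both for Ccl4 and Csf3.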

Cytokine profiling of 32 cytokines in the supernatants collected from bEND.3 cells after Gm39822 knockdown revealed that over 50% were significantly downregulated (19 of 32 cytokines). This group of downregulated cytokines included IFN-γ, IL-1α, IL-1β, IL-2, IL-3, IL-5, IL-6, IL-17, and MCP-1, which are well described in the literature as key proinflammatory molecules governing several aspects of EC dysfunction, including expression of VCAM-1 and crosstalk between the endothelium and other cellular constituents of the vessel wall (Supplementary Figure S3A–P) [13]. Production of pro- or anti-inflammatory cytokines is regulated by a diverse set of mediators of the NF-κB, P38 MAP kinase, and ERK1/2 signaling pathways [13,14]. Thus, we explored the expression of total and phosphorylated forms of NFKB p65, p50, p38, and ERK1/2 in bEND.3 cells. Western blot analysis showed that knockdown of Gm39822 in bEND.3 cells inhibits the expression of total and phosphorylated protein forms of P65, P38, ERK1/2, and P50 (Supplementary Figure S4A). We further confirmed these findings through immunofluorescence staining, which showed a decrease in p-P65, P65, P50, and P38 upon inhibition of Gm39822 in bEND.3 cells (Supplementary Figure S4B–E). Downstream from this, we quantified the production and secretion of the pro-inflammatory cytokine IL-6. The IL-6 mRNA transcript was downregulated by RTqPCR under both basal conditions and TNF-α stimulation (Supplementary Figure S4F). Similarly, the secretion of IL-6 in the cell supernatant was also decreased upon Gm39822 inhibition (Supplementary Figure S4G). We sought to validate these findings with a broader set of cytokine profiling in mECs and db mECs. The cytokine profiling in cell supernatants collected from mECs showed a similar trend of reduced secretion of cytokines to that observed in bEND.3 cells. In total, 11 out of the 32 detected cytokines were downregulated post-Gm39822 inhibition in mEC supernatants, including the inflammatory cytokines IFN-γ, IL-2, IL-6, and VEGF (Supplementary Figure S5A–K). Further, we examined the impact of Gm39822 knockdown on the expression of total and phosphorylated forms of NFKB p65, p50, p38, and ERK1/2 in mECs and db mECs. A similar trend of inflammatory response to that in bEND.3 cells was observed in mECs after Gm39822 knockdown and overexpression; Gm39822 knockdown repressed the expression of p-NFKB p65, p65, p50, p-p38, p38, p-ERK1/2, and ERK1/2 in mECs (Figure 5A–H). In contrast, the overexpression of Gm39822 in mECs induced the expression of p-NFKB, p65, p65, p50, p-p38, p38, p-ERK1/2, and ERK1/2 (Figure 5I–P). In contrast to the observations in bEND.3 cells and mECs, knockdown of Gm39822 in db mECs tends to induce the expression of inflammatory proteins p-NFKB p65, p65, p50, p-p38, p38, p-ERK1/2, and ERK1/2, particularly after IL-1β treatment (Figure 6A–H). In addition, the secretion of several cytokines increased in db mECs after Gm39822 knockdown, as shown by cytokine profiling; the secretion of 9 of the 35 cytokines profiled increased, and these included Il-12p70, G-CSF, GM CSF, IL-1α, IP-10, LIX, MCP-1, MIP-2, and RANTES post-Gm39822 knockdown in db mECs (Figure 6I–Q).

### 2.5. Endothelial Gm39822 Regulates Migration, Proliferation, Apoptosis, and Angiogenesis in ECs, as Well as the Migration of SMCs

In addition to regulating inflammatory responses, the vascular endothelium modulates homeostatic responses in the vessel wall by impacting cellular proliferation, apoptosis, angiogenesis, and paracrine effects on neighboring vascular smooth muscle cells (VSMCs). First, we quantified the response of Gm39822 on the migration of bEND.3 cells. Knockdown of Gm39822 decreased, whereas overexpression of Gm39822 increased the migration of bEND.3 cells in response to a VEGF gradient in transwell migration assays (Supplementary Figure S6A–C). We further confirmed this finding by performing a scratch assay in the bEND.3 cells following knockdown and overexpression of Gm39822. The findings from the scratch assay were identical to those of the transwell migration assay. The bEND.3 cells were found to migrate slowly following Gm39822 knockdown, as shown by the decreased gap closure after GapmeR treatment, whereas overexpression of Gm39822 increased the migration, as shown by the increased gap closure when compared to their respective controls (Supplementary Figure S6D–H). Furthermore, we tested the role of Gm39822 in regulating proliferation and apoptosis in bEND.3 cells. We quantified BrdU incorporation as a measure of cellular proliferation. Knockdown of Gm39822 decreased, whereas overexpression of Gm39822 increased the proliferation of bEND.3 cells (Supplementary Figure S6I). We also checked the role of Gm39822 in apoptotic cell death by measuring the activity of caspase 3/7 enzymes. Similar to its impact on cellular migration and proliferation, Gm39822 knockdown decreased while overexpression of Gm39822 increased caspase 3/7 activity in bEND.3 cells (Supplementary Figure S6J). We next tested the impact of Gm39822 knockdown and overexpression on mECs and db mECs in transwell migration assays. Similar to the observations in bEND.3 cells, downregulation of Gm39822 decreased, whereas overexpression of Gm39822 increased the migration of mECs and db mECs in response to VEGF (Figure 7A–F).

Apart from endothelial cells, another key event underlying the progression of atherosclerosis is the migration of smooth muscle cells from the media layer into the intima. Endothelial cells contribute to regulating the migration of SMCs into the media, typically in a paracrine manner [15]. Therefore, we next tested whether altering Gm39822 expression in endothelial cells could impact the migratory capacity of primary SMCs. We collected supernatants from mECs and db mECs after knockdown or overexpression of Gm39822. The migration of SMCs was decreased upon Gm39822 knockdown, whereas it was increased upon Gm39822 overexpression in the non-diabetic mECs (Figure 7G–I). In contrast, in the diabetic db mECs, more SMCs migrated upon Gm39822 knockdown, whereas a lower number of SMCs migrated upon Gm39822 overexpression in db mECs (Figure 7J–L).

Following the observations on increased cytokine secretion and migration by Gm39822, we were interested in identifying the impact of Gm39822 on the proliferation of mECs and db mECs. The rationale was that inflammation typically also regulates the proliferation of endothelial cells, which can impact vessel wall function. Interestingly, proliferation, as quantified by BrdU incorporation, was inhibited upon Gm39822 knockdown in both mECs and db mECs, whereas overexpression of Gm39822 showed increased BrdU in mECs but showed no difference in db mECs (Figure 7M,N). To assess effects on apoptosis, we examined the impact of altering Gm39822 expression by measuring caspase 3/7 activity. Gm39822 knockdown increased, whereas overexpression of Gm39822 decreased caspase 3/7 activity in the mECs (Figure 7O). However, a reverse trend was observed in the db mECs, as shown by a non-significant trend of lower caspase 3/7 activity upon Gm39822 knockdown, whereas overexpression of Gm39822 reduced caspase 3/7 activity (Figure 7P). Following the observed changes in increased inflammation, migration, proliferation, and apoptosis, we were curious to examine if these changes led to any visible impact on angiogenic function using a network tube formation assay in mECs. Knockdown of Gm39822 inhibited, whereas the overexpression of Gm39822 promoted tube formation in mECs, as quantified by the increased number of tubes formed (Figure 7Q), tube length (Figure 7R), average tube length (Figure 7S), and number of branching points (Figure 7T). Taken together, these results indicate that Gm39822 increases angiogenic activity in non-diabetic ECs by regulating cellular migration, proliferation, and apoptosis.

### 2.6. Gm39822 Interacts with C1D to Regulate Cellular Processes in Non-Diabetic Endothelial Cells

Gm39822 is encoded in the mouse genome from the forward strand of chromosome 11 at location Chromosome 11: 51,789,304-51,800,451 (Ensemble, GRCm39). We were interested in knowing if there is an ortholog of Gm39822 in the human genome and the potential mechanism through which Gm39822 exerts its effects in endothelial cells. Gm39822 is flanked by two genes, *JADE2* and *CDKN2AIPNL*. Interestingly, the same genes occur in chromosome 5 of the human genome. Although we did not find Gm39822 annotated as a transcript in the human genome, we did identify a region flanked by *JADE2* and *CDKN2AIPNL,* which encodes a long non-coding RNA, ENSG00000250994. ENSG00000250994 encodes a novel transcript, which could be a potential ortholog of the lncRNA Gm39822, but it did not have sequence similarity. Another human gene, *ABCC9,* encodes a transcript (transcript ID: ENST00000261200.9) that shares ~79% sequence identity in an 86 bp fragment (80292-80374 nucleotides) with the Gm39822 sequence (1278-1364 nucleotides). Therefore, we screened for the potential interacting proteins for Gm39822, ABCC9, and ENSG00000250994 using an online tool, CatRAPID (Figure 8A). Upon careful investigation of proteins that could potentially interact with the transcripts Gm39822, ABCC9, and ENSG00000250994, one potential interactor emerged, the nuclear protein C1D (C1D nuclear receptor corepressor), which is predicted to interact with Gm39822 and ENSG00000250994. C1D has been shown to regulate RNA processing, chromosome condensation, and DNA damage response [16]. Because Gm39822 is a nuclear-enriched lncRNA, we were interested in identifying if there is an interaction between C1D and Gm39822. Therefore, we performed RNA immunoprecipitation assays to validate the C1D–Gm39822 interaction. After RNA pull-down with C1D antibody, we observed that there was a strong interaction between C1D and Gm39822 in bEND.3 cells and mECs, whereas C1D and Gm39822 did not interact in db mECs (Figure 8B). To ascertain the function of C1D under non-diabetic and diabetic conditions, we performed functional assays in mECs and db mECs after siRNA-mediated knockdown of C1D. We first examined the adhesion of PBMCs to ECs. C1D knockdown in mECs inhibited the attachment of PBMCs to mECs (Figure 8C,H). In addition, the transwell migration of mECs was decreased after knockdown of C1D in mECs (Figure 8E,F). Interestingly, knockdown of C1D in db mECs had no impact on either the adhesion of PBMCs to db mECs or the transwell migration of db mECs (Figure 8D,E,G,I). Collectively, these findings suggest that lncRNA Gm39822 may interact with C1D to mediate differential effects in non-diabetic mECs.

## 3. Discussion

Endothelial dysfunction is one of the main factors underlying several cardiovascular disorders, such as atherosclerosis, hypertension, obesity, and diabetes. Despite advances in prevention and current therapeutics, specific strategies to directly reverse endothelial dysfunction remain poorly understood. Advancements in genomics have led to the discovery of a large non-coding fraction in the mammalian genome, creating a surge in research on the potential role of lncRNAs in physiology and disease. This study demonstrates an important role of lncRNA Gm39822 in regulating endothelial functions.

This study demonstrates that Gm39822 is a pro-inflammatory lncRNA under non-diabetic conditions in endothelial cells, whereas in diabetic conditions, it is mildly anti-inflammatory. In support, knockdown of Gm39822 inhibited multiple pathways of inflammatory response, decreased cytokine secretion, and inhibited leukocyte attachment, migration, and proliferation of non-diabetic endothelial cells. In contrast, in diabetic endothelial cells, Gm39822 did not have an impact on the monocyte attachment and proliferation, although it increased the migration of ECs similarly to under nondiabetic conditions. Furthermore, we identified C1D as an important interacting partner of Gm39822 that could be a causal agent of the changes brought by Gm39822 under non-diabetic conditions. The finding that C1D does not interact with Gm39822 in diabetic endothelial cells may be one of the reasons underlying the relatively small impact of Gm39822 on its cellular functions.

We have previously discovered several lncRNAs that mediate cell-specific roles in vascular inflammation, such as the macrophage-enriched lncRNAs MERRICAL and MAARS [9,17], the vascular-smooth-muscle-cell-enriched lncRNA CARMN [18], and the endothelial-enriched lncRNAs SNHG12 and VINAS [7,8]. Similarly, other studies have highlighted the expression and function of lncRNAs in a cell-type-specific manner [19,20,21]. These examples underscore the importance of lncRNAs in cardiovascular pathology and suggest that identifying novel lncRNAs with cell-specific regulatory functions could provide valuable insights into disease mechanisms.

In this study, we show differential regulation of endothelial dysfunction in diabetic and non-diabetic endothelial cells by Gm39822. Diabetic and non-diabetic cells can have significantly different gene expression signatures, resulting in profoundly altered key molecular mechanisms underlying the cellular dysfunctions, leading to atherosclerosis and other cardiovascular diseases. Studies using RNA-seq and microarray profiling techniques have identified significant alterations in genes related to insulin signaling, inflammation, oxidative stress, proliferation, and angiogenesis in diabetic endothelial cells or tissues from diabetic patients as compared to patients without diabetes [22,23]. For example, differential gene expression or epigenetic modifications in disease-associated transcripts such as *INSR* (insulin receptor) and *PPARG* (peroxisome proliferator-activated receptor gamma) can regulate glucose uptake, and metabolic dysregulation may be more pronounced in diabetic ECs than non-diabetic ECs [24,25]. Accumulating studies highlight the importance of the non-coding genome, including lncRNAs, as emerging mediators of cell-specific regulatory programs [26]. While the majority remain poorly characterized, lncRNAs play a crucial role in cellular metabolism by modulating key regulatory mechanisms, including chromatin remodeling, transcriptional control, and post-transcriptional modifications [15,21,27]. Important aspects of lncRNA biology that may influence their mechanism and function in cells include the relative quantity of lncRNA expression, subcellular localization, and the extent of cell-type-specific expression.

In this work, we identified Gm39822 as a nuclear-enriched lncRNA that is particularly abundant in non-diabetic endothelial cells. While the extent of expression can be a critical contributor to the function of Gm39822, we also found that Gm39822 interacts with a nuclear receptor, C1D, specifically in non-diabetic cells and not in diabetic cells. This potentially is reflected in a range of cellular functions that are contrastingly regulated by Gm39822 in non-diabetic compared to diabetic endothelial cells. We investigated some of the core biological functions involving endothelial cells, namely, the expression of cell-surface adhesion proteins, immune cell recruitment, inflammation, and signaling pathways. The recruitment of immune cells to the endothelium is a pivotal event in the progression of cardiovascular disorders, involving various adhesion molecules, with VCAM-1 serving as a key mediator of this process. VCAM-1 is an inducible adhesion molecule responding to various stimuli, including pro-inflammatory cytokines, reactive oxygen species, shear stress, and oxidized low-density lipoprotein [28,29,30]. Our study shows an important role of Gm39822 in regulating cellular inflammation and its downstream effects. In non-diabetic ECs, Gm39822 acts as a pro-inflammatory lncRNA, inducing the expression of several inflammatory pathways mediated by NF-κB (p65, p50) and the MAP kinase ERK1/2 and P38 pathways in non-diabetic mECs and bEND.3 cells (Figure 5 and Supplementary Figure S4). NF-κB is a central transcription factor that rapidly induces pro-inflammatory cytokine expression upon activation in a positive feedback loop, whereas members of the MAPK family (ERK1/2 and p38 MAPK) also modulate cytokine production—both of these pathways were induced by Gm39822 in non-diabetic cells. Expectedly, the knockdown of Gm39822 inhibited several of the proinflammatory cytokines in non-diabetic mECs and bEND.3 cells (Supplementary Figures S3 and S5). Notable cytokines that were consistently downregulated in both bEND.3 and non-diabetic endothelial cells included Eotaxin, G-CSF, IFN-γ, IL-2, IL-6, and IP-10. These cytokines are known to induce VCAM-1 expression and the recruitment of immune cells in various diseases. For instance, eotaxin recruits eosinophils through VCAM-1, leading to tissue eosinophilia [31]. Similarly, G-CSF [32], IFN-γ [33], and IL-6 [34] increase the expression of VCAM-1 and promote the adhesion of immunoregulatory and hematopoietic cells. In line with decreased cytokine production, Gm39822 knockdown decreased VCAM-1 expression in both bEND.3 cells and non-diabetic ECs. Consistently, there was reduced attachment of PBMCs to these non-diabetic ECs. In contrast, Gm39822 exhibited an anti-inflammatory role in diabetic endothelial cells (Figure 2 and Figure 3). The knockdown of Gm39822 increased the expression of NF-KB p65, p50, ERK1/2, and P38, and consequently, the cytokine secretion increased in diabetic endothelial cells (Figure 6). However, this did not reflect in any significant increase in VCAM-1 expression or PBMCs’ adhesion to db mECs. One of the reasons could be that many of the screened cytokines were also upregulated after Gm39822 knockdown in db mECs. Because there was no interaction between Gm39822 and C1D in diabetic ECs, there could possibly be other regulatory mechanisms governing inflammation in these cells, which are subject to further investigation.

C1D, the interacting partner of Gm39822 in non-diabetic endothelial cells, is a DNA-binding corepressor localized in the nucleus. C1D is known to regulate multiple cellular processes, including DNA repair, RNA processing, and oxidative stress responses [35,36]. We found that C1D also regulated leukocyte recruitment, as well as the migration of non-diabetic endothelial cells. We identified C1D as a potential interacting partner of Gm39822 following a set of bioinformatics analyses intended to identify a potential ortholog of Gm39822 in the human genome. Gm39822 shows sequence similarity of approximately 79% to an 86 bp sequence stretch of ABCC9 in the human genome. ABCC9 encodes a critical component of ATP-sensitive potassium channels of the ATP-binding cassette (ABC) transporter superfamily, enriched in cardiac, skeletal, vascular, and non-vascular smooth muscle. Mutations in ABCC9 are associated with dilated cardiomyopathy type 10 and familial atrial fibrillation (type 12). C1D has been identified as a DNA double-strand break repair protein that interacts with exosomal subunits PM/Scl-100, and it is involved in the regulation of pre-RNA processing [35], oxidative stress [36], and UV-induced apoptosis [37]. This implicates the potential role of C1D in cardiovascular disorders; however, we did not find any relevant studies in the literature depicting C1D in endothelial dysfunction or atherosclerosis. Future studies will be required to further elucidate the role of C1D in cardiovascular disease models. In line with the findings of Gm39822 knockdown on EC migration, C1D knockdown also inhibited the migration of non-diabetic mECs. Interestingly, C1D did not affect the migration of diabetic mECs (Figure 8E,G). Furthermore, using supernatants from ECs, altered endothelial Gm39822 levels impacted SMCs in a paracrine manner by altering their ability to migrate. Whereas the trend of the migration of SMCs following C1D knockdown was identical to that of Gm39822 knockdown in non-diabetic mECs, it differed from that of diabetic mECs post-Gm39822 knockdown or overexpression. This indicates that factors other than C1D could be responsible for regulating the migration of SMCs in response to Gm39822 levels in diabetic mECs. Furthermore, siRNA-mediated knockdown of C1D prohibited the attachment of PBMCs to non-diabetic mECs, whereas C1D knockdown did not have any impact on the attachment of PBMCs to diabetic mECs (Figure 8C,D,H,I). This again corresponded well with the observations of reduced attachment of PBMCs to non-diabetic mECs and no impact of Gm39822 on the attachment of PBMCs to diabetic mECs. These findings indicate a likely spatial and functional correlation between Gm39822 and C1D that may be context-dependent.

## 4. Materials and Methods

### 4.1. RNA Isolation and qRT-PCR

Trizol reagent (15596-026, Invitrogen, Waltham, MA, USA) and miRNeasy Tissue/Cells Advanced Kits (217684, Qiagen, Germantown, MD, USA) were used for the isolation of total RNA from the cells, following the manufacturer’s instructions. NanoDrop 2000 (ThermoFisher, Waltham, MA, USA) was used for quantifying RNA. High-Capacity cDNA Reverse Transcription Kit (4368814, Thermofisher, Waltham, MA, USA) was used for cDNA synthesis. mRNA expression levels were normalized to β-actin. Quantitative real-time PCR was performed using Quantstudio 6 Pro (Thermofisher, Waltham, MA, USA) with GoTaq qPCR (A6001, Promega, Madison, WI, USA) while following the manufacturer’s instructions. The list of primers is presented in Table S1.

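Primer sequences of Table S1 were searched for exact matches in the GENCODE annotation of GRCm39. Both Gm39822 primers, AACCTTGGATGGTGGCGTTT and ATGCAAAGGCTCAAAAATGGTT, lie in exon 3 and amplify 90 bp on chromosome 11 from 51798855 to 51798944. The Vcam1 primers, AGCTGGAACGAAGTATCCACG and GGAGCCAAACACTTGACCGT, amplify 112 bp of the spliced transcript and lie in adjacent exons, between positions 115919846 and 115922214 of chromosome 3.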

### 4.2. Cellular Fractionation

Cytoplasmic and nuclear RNA was separated using a nuclear extract kit (Active Motif, 40010) and cleaned up using the RNeasy kit (74204, Qiagen, Germantown, MD, USA) while following the manufacturer’s instructions. RNA in the nuclear and cytoplasmic fractions was quantified using qRT-PCR, as described previously [9].

### 4.3. Protein Coding Potential

The in silico CPAT online algorithm was used for the prediction of the coding potential of the lncRNAs.

### 4.4. RNA In Situ Hybridization (RNA-ISH)

Gm39822 was detected using a customized probe designed to detect Gm39822 (1175841-C1, Advanced Cell Diagnostics, Newark, CA, USA). Cells were fixed for 2 h in 4% paraformaldehyde and further prepared as described by the manufacturer. RNA-ISH was performed using RNAscope 2.5 HD Reagent Kit-Red (322372, Advanced Cell Diagnostics, Newark, CA, USA) while following the manufacturer’s protocol.

### 4.5. Molecular Cloning for Gm39822 Overexpression

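In the GENCODE annotation of GRCm39, Gm39822 lies on the forward strand of chromosome 11 from 51789304 to 51800451 and is annotated as a lncRNA. It has 2 transcripts of 3 exons each, 2310 and 2262 nucleotides long, which differ in exon 1. Exon 2, of 528 nucleotides, spans 51793954 to 51794481, and exon 3, of 1625 nucleotides, spans 51798827 to 51800451. Jade2 lies 39.4 kb away on the reverse strand and Cdkn2aipnl 58.0 kb away on the forward strand. The lncRNA Gm74091 lies on the reverse strand from 51784472 to 51790685 and overlaps the 5′ end of Gm39822.

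**Figure D4:**
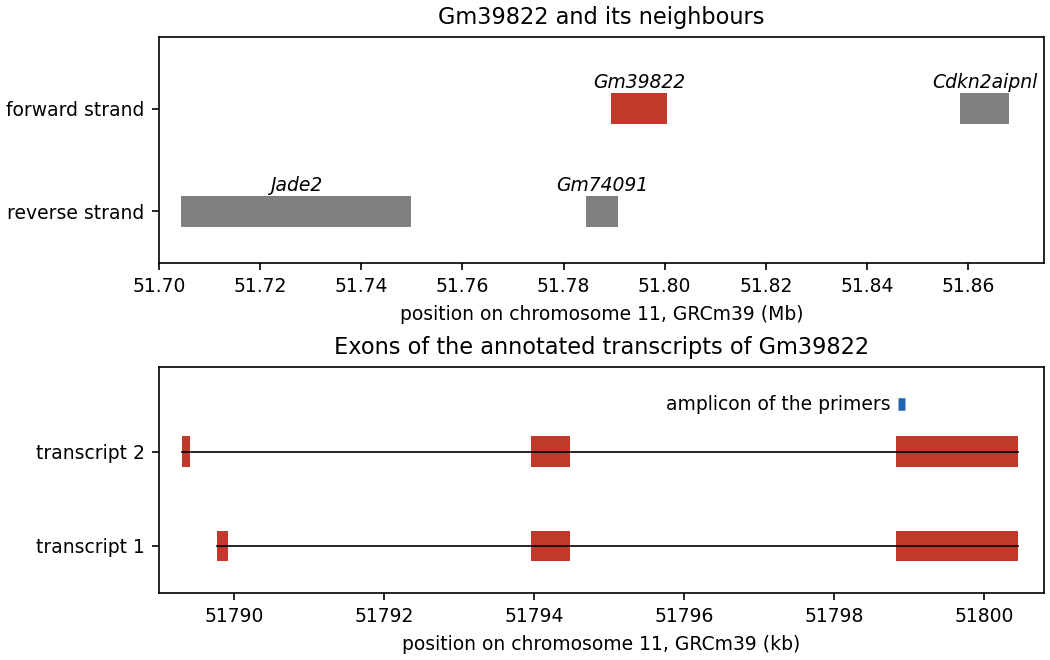
Position on chromosome 11 of GRCm39 of Gm39822, its flanking protein-coding genes and the overlapping lncRNA Gm74091 (upper panel, Mb, by strand), and the exons of the 2 annotated Gm39822 transcripts with the product of the qPCR primers (lower panel, kb). The primer product lies in exon 3, which both transcripts share.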

The entire sequence of the Gm39822 transcript (Gene ID: 105244162) was synthesized (Genewiz, Waltham, MA, USA) and cloned into the pcDNA.3.1 plasmid using EcoRI and XhoI restriction sites. After validation of sequencing, the plasmids were used for transient transfection assays in the indicated cell types, as detailed below.

### 4.6. Cell Culture and Transfection

bEnd.3 cells (CRL-2299, ATCC, Manassas, VA, USA) were cultured in Dulbecco’s Modified Eagle Medium/F12(1:1) (DMEM; Gibco, 11320-033, Waltham, MA, USA) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin–streptomycin (P/S). Non-diabetic (mECs, C57-6220, Cell Biologics, Chicago, IL, USA) and diabetic (db mECs, MD-6220, Cell Biologics, Chicago, IL, USA) mouse skeletal muscle endothelial cells were cultured in endothelial cell medium (M1168, Cell Biologics, Chicago, IL, USA), supplemented as directed by the supplier. MOVAS cells were cultured in DMEM (10566016, Gibco, Grand Island, NY, USA) supplemented with 10% FBS and 1% P/S. Primary mouse aortic SMCs were cultured in smooth muscle growth media (SmBm basal media (CC-3181, Lonza, Walkersville, MD, USA) supplemented with SmGm supplements (CC-4149, Lonza, Walkersville, MD, USA), 10% final FBS, and 1%P/S, and they were used for between 3 and 6 passages. Transfections were performed using Lipofectamine 2000 (11668019, Invitrogen, Rockford, IL, USA) as described in the manufacturer’s protocol. For knockdown studies of Gm39822, custom antisense LNA GapmeRs targeted to Gm39822 (Cat. No. LG00798344-DDA, Qiagen, Valencia, CA, USA;100 nM) or a negative control antisense LNA GapmeR (Cat. No. LG00000002-EFA, Qiagen, Valencia, CA, USA; 100 nM) were used. For knockdown studies of C1D, siRNA targeting C1D (L-051454-01-0005, Horizon, Boulder, CO, USA) or a negative control siRNA was used (D-001810-10-05, Horizon, Boulder, CO, USA). For overexpression studies, a control vector (pcDNA3.1, 1000 ng/mL) or a vector containing Gm39822 (1000 ng/mL) was used for transfections.

### 4.7. Cell Adhesion Assay

Peripheral blood mononuclear cells (PBMCs) were harvested from wild-type C57BL/6 mice using a lymphocyte separation medium (50494, MP Biomedicals, Solon, OH, USA) while following the manufacturer’s protocol. Harvested PBMCs were resuspended in growth medium containing 5 μM Calcein AM (C3100MP; Invitrogen, Carlsbad, CA, USA) to achieve the final density of 5 × 10^6^ cells/mL and were kept for 30 min in an incubator at 5% CO_2_ and 37 °C. Cells were washed with growth medium twice and resuspended in Calcein-loaded growth medium at 5 × 10^6^ cells/mL. TNF-α (20 ng/mL) was treated for 8 h. Following this, 500 μL of Calcein-AM-loaded PBMCs were added per well to each cell type and incubated for 1 h. Cells were carefully washed four times with warm growth media after incubation to remove the nonadherent PBMCs. Images of cells stained with Calcein AM and DAPI were captured using a Keyence fluorescence microscope. Cells were counted using the Image-J software, 1.54p.

### 4.8. Western Blotting and Immunocytochemistry

Cells were lysed and proteins were isolated using RIPA lysis buffer (BP-115, Boston BioProducts, Ashland, MA, USA) containing a 1× protease and phosphatase inhibitor cocktail (5872, CST, Danvers, MA, USA). The total protein concentration was estimated using the Pierce BCA assay kit (23228, Thermo Fisher Scientific, Waltham, MA, USA). Then, 20 μg of total protein was separated over a 4–20% Mini-PROTEAN TGX Gel (456-1096, Bio-Rad, Hercules, CA, USA). A Turbo Blot system (Bio-Rad) and Trans-Blot Turbo Transfer Kit (170-4272, Bio-Rad, Hercules, CA, USA) were used to transfer the SDS-resolved protein to a PVDF membrane. Membranes were blocked using 5% nonfat milk in TBST or 5% BSA in TBST for 1 h at room temperature, as required by the specific antibody. Following blocking, the membranes were incubated overnight at 4 °C or for 1.5 h at room temperature with the antibodies VCAM-1 (ab134042, Abcam, Cambridge, UK; 1:1000), NFKB-p65 (SC 8008, Santa Cruz Biotechnology, Dallas, TX, USA; 1:500), p-NFKB-p65 (3033S, CST, Danvers, MA, USA; 1:1000), P50 (SC 8414, 1:500, Santa Cruz Biotechnology, Dallas, TX, USA), p-P38MAPK (4511S, CST, Danvers, MA, USA; 1:1000), P38MAPK (9212S, CST, Danvers, MA, USA; 1:1000), ERK1/2 (9102, CST, Danvers, MA, USA; 1:1000), p-ERK1/2 (4370, CST, Danvers, MA, USA; 1:1000), and b-actin (15739, Invitrogen, Grand Island, NY, USA; 1:5000). Quantification of images was accomplished using Image-J software, 1.54p.

### 4.9. Scratch Assay and Transwell Cell Migration Assay

For the scratch assay, bEND.3 cells were seeded at a density of 100,000 cells/well in a 6-well plate and transfected as described previously [38]. Then, 24 h after transfection, cells were harvested and reseeded at a density of 20,000 cells per quadrant of a 4-chambered culture insert (80469, ibidi, Martinsried, Germany). Transfections were continued for another 24 h. The inserts were lifted after 24h, and cells were washed once carefully with fresh culture media. Images were captured every hour up to 48 h or until the closure of the scratch using CytoSMART Omni (Cytosmart, Axion BioSystems, Amsterdam, The Netherlands). Similarly, for the transwell migration assay, endothelial cells were seeded and transfected, as described previously [38]. After 24 h of transfections, the cells were trypsinized, and 20,000 cells were seeded over an 8 μm pore size insert. Cells were allowed to migrate in response to VEGF (20 ng/mL) across the membrane for 16 h. Thereafter, non-migrated cells were removed from the top of the insert using a cotton swab, and migrated cells were fixed and stained with DAPI. Images were captured using a Keyence fluorescence microscope, and cells were counted using the Image-J software, 1.54p. For the transwell migration of smooth muscle cells (MOVAS and primary smooth muscle cells), endothelial cells were seeded and transfected, as described previously. After 48 h of transfection, the supernatant was collected, and debris was removed by centrifugation at 3000× *g* for 5 min. MOVAS and primary smooth muscle cells were cultured separately and were trypsinized after 24 h of seeding. Then, 20,000 cells were seeded over the transwell inserts and allowed to migrate in response to the supernatant collected from endothelial cells for 16 h. Subsequently, downstream processing of cells, as well as data acquisition and analysis, was performed as described above for endothelial cells.

### 4.10. Bromodeoxyuridine (BrdU) Incorporation Assay

Endothelial cells were seeded and transfected as described previously for the scratch and transwell migration assays [38]. Cells were harvested and reseeded at a density of 10,000 cells/well on a 96-well plate after 24 h of transfection. BrdU was added to cells after 18 h and continued for another 6 h. Cellular proliferation was measured using a Cell Proliferation ELISA BrdU Colorimetric Kit while following the manufacturer’s protocol (11647229001, Roche, Basel, Switzerland).

### 4.11. Ribonucleoprotein Immunoprecipitation (RIP) Assay

A native RIP assay was performed to confirm the interaction of Gm39822 and C1D in endothelial cells, as described previously [9]. Briefly, 1 × 10^7^ endothelial cells were collected and lysed in polysome lysis buffer. Then, 10 μL of the lysate was used as input. Protein A/G Magnetic Beads (88803, ThermoFisher scientific 88803, Rockford, IL, USA) were coated with 5 μg of either anti-C1D or anti-IgG (2727, CST, Danvers, MA, USA) antibodies for 1 h at room temperature. The antibody-coated beads were washed and incubated with 100 μL of cell lysate overnight at 4 °C. Subsequently, the beads were collected and reconstituted in 150 μL of Proteinase K buffer and incubated for 30 min at 55 °C. After protein lysis, cellular RNA was isolated using the phenol:chloroform:isoamyl alcohol (125:24:1) method. Subsequently, cDNA synthesis and qRT-PCR were performed using primers specific for Gm39822, as described previously [9].

### 4.12. Caspase 3/7 Activity Assay

Endothelial cells were seeded and transfected, as described previously [38]. Cells were harvested and reseeded at a density of 10,000 cells/well on a 96-well plate after 24 h of transfection. After 48 h of transfection, caspase 3/7 activity was measured using Caspase-Glo^®^ 3/7 Assay System according to the manufacturer’s instructions (G8090, Promega, Madison, WI, USA).

### 4.13. Cytokine Profiling in Cell Culture Supernatants

Cytokine profiling was performed on supernatants collected from transfected bEND.3 cells, mECs, and db mECs, seeded at 1 × 10^6^ cells per well on a 6-well plate. Following transfections, supernatants were collected, and debris was removed by centrifugation at 3000× *g* for 15 min at 4 °C. Supernatants were stored at −80 °C until further use. Supernatants were subjected to the Mouse Cytokine/Chemokine 31-Plex Discovery Assay Array (MD32, Eve Technologies, Calgary, AB, Canada).

### 4.14. RNA-Seq Analysis

Bulk RNA sequencing was performed in bEND.3 cells after ribodepletion and library construction by using standard library construction and Illumina HiSeq2500 V4 2 × 150 PE (Azenta, West Conshohocken, PA, USA). Samples were processed by using a pipeline published in the bcbio-nextgen project (https://github.com/bcbio/bcbio-nextgen, assessed date 29 September 2023). Raw reads were filtered and examined for quality control by running FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/, assessed date 29 September 2023), and filtered reads were used to generate the library and for further analysis. Trimmed reads were aligned to UCSC build mm10 of the mouse genome and augmented with transcript information from Ensembl using STAR. All samples had >90% of mapped fragments over total fragments. The RNA-Seq dataset comprised 4 samples each for the GapmeR and negative control groups. A data quality assessment was performed by clustering samples based on gene expression profiles and then visualizing the principal components, PC1 and PC2, on a 2D plane. The results indicated that the two groups were well separated from each other on the x-axis (97% variance), without the presence of any outlier samples. 

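Of the 49315 genes in the count table, 18234 had at least 5 counts in at least 2 of the 6 samples. With no filter beyond 1 count in total, 28182 genes were tested and 8617 had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test. With at least 10 counts in every sample, 13353 genes were tested and 6186 passed, and Gm39822 and Il18 were removed because their counts were under 10 in the GapmeR samples.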

Before the differential expression analysis, pre-filtering of the dataset was also performed to keep only transcripts with a count of at least 5 for a minimal number of samples. Total gene hit counts and CPM values were calculated for each transcript, and differential expression analysis between specified groups was performed using DESeq2 v1.42.1 [39]. 

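With DESeq2's Wald test and its own size factors, 7485 genes had an adjusted p-value under 0.05, of which 7378 were also called by edgeR's quasi-likelihood test. Among the edgeR results, 5110 genes had an unadjusted p-value under 0.05 and at least a 1.5-fold change, 3545 higher and 1565 lower. With the adjusted p-value and the same fold change, 4628 genes remained, and with an unadjusted p-value under 0.01 and an absolute log2 fold change of at least 0.58, 2965 were higher and 1245 lower.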

A Wald test was used for hypothesis testing during differential expression, and the differentially expressed transcripts (DETs) were selected based on the *p*-value (>0.05) and a fold change of 1.5, where >1.5 and <−1.5 represent up- and downregulated transcripts, respectively, in GapmeR samples.

### 4.15. Pathway Enrichment Analysis

Pathway enrichment analysis of DETs was performed using the QIAGEN-Ingenuity Pathway Analysis (IPA) software (www.ingenuity.com). Fisher’s Exact Test was used to calculate the statistical significance of the overlap of differentially expressed transcripts with canonical pathways, and the pathways were selected based on their statistical significance (*p*-value < 0.05) and enrichment (Z) scores. All analyses were performed in the R v4.3.3 (www.r-project.org) statistical environment, and the plots were generated with the ggplot2 v3.5.1 (ggplot2.tidyverse.org) library.

### 4.16. Study Approval

All animal protocols were conducted in accordance with the NIH Guide for the Care and Use of Laboratory Animals (National Academies Press, 2011) and were approved by the Institutional Animal Care and Use Committee at Brigham and Women’s Hospital and Harvard Medical School. We used C57BL/6 male mice (Charles River) for the experiments.

### 4.17. Statistical Analysis

We used an unpaired non-parametric Student *t*-test to determine statistical significance between two groups using the GraphPad 7.0 software package (GraphPad Software, Inc., San Diego, CA, USA). The data are expressed as the mean ± SEM. We considered a *p*-value of <0.05 as significant for all tests.

## 5. Conclusions

In summary, this study demonstrated a novel role of the lncRNA Gm39822 in regulating endothelial function and its contrasting impact in diabetic and non-diabetic ECs. Our findings revealed that Gm39822 acts as a pro-inflammatory lncRNA in non-diabetic endothelial cells, promoting cytokine secretion, leukocyte adhesion, and endothelial migration while exhibiting a contrasting anti-inflammatory role in diabetic endothelial cells. The interaction of Gm39822 with the nuclear receptor C1D appears to be a key regulatory mechanism in non-diabetic conditions, influencing multiple inflammatory pathways, including NF-κB and MAPK signaling. The absence of this interaction in diabetic endothelial cells may underlie the altered inflammatory response and functional outcomes observed in this setting. Furthermore, our results highlight the broader impact of Gm39822 on EC-SMC crosstalk, suggesting that it may have a potential role in vascular remodeling and atherosclerosis progression. The identification of C1D as a functional partner of Gm39822 provides new insights into endothelial dysfunction, emphasizing the importance of lncRNA-mediated transcriptional regulation in vascular biology. These findings open new avenues for targeted therapeutic interventions, particularly in the context of endothelial dysfunction associated with cardiovascular diseases under non-diabetic conditions. Future studies exploring the translational potential of Gm39822 modulation could provide valuable strategies for mitigating vascular inflammation and its pathological consequences.

## Figures and Tables

**Figure 1:**
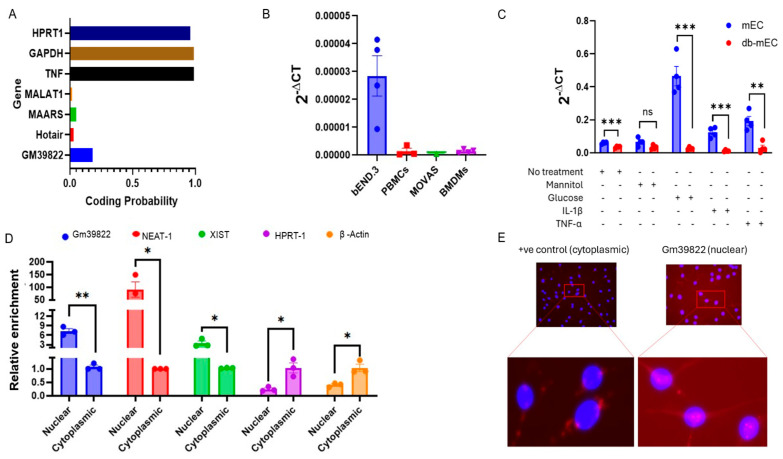
Gm39822 is an endothelial-enriched long non-coding RNA localized to the nucleus. (**A**) Coding potential analysis of Gm39822 using coding potential assessment tool (CPAT) showing the low coding potential of the lncRNA Gm39822. (**B**) Expression of the lncRNA Gm39822 in various vascular cell types, including brain endothelial cells (bEND.3), peripheral blood mononuclear cells (PBMCs), MOVAS, and bone-marrow-derived macrophages (BMDMs) (*n* = 4/group). (**C**) Expression of the lncRNA Gm39822 in non-diabetic (mECs) and diabetic (db mECs) endothelial cells under no treatment, mannitol (25 mM), glucose (25 mM), IL-1β (10 ng/mL), and TNF-a treatment (10 ng/mL) (*n* = 4/group). (**D**,**E**) Expression of the lncRNA Gm39822 in the cytoplasmic and nuclear fractions of bEND3 cells, normalized to the cytoplasmic fraction (*n* = 3/group) as determined by (**D**) qPCR and (**E**) RNAScope. The data are represented as the mean ± SEM, and statistical significance was determined with an unpaired two-tailed Student *t*-test. ns—non significant, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 2:**
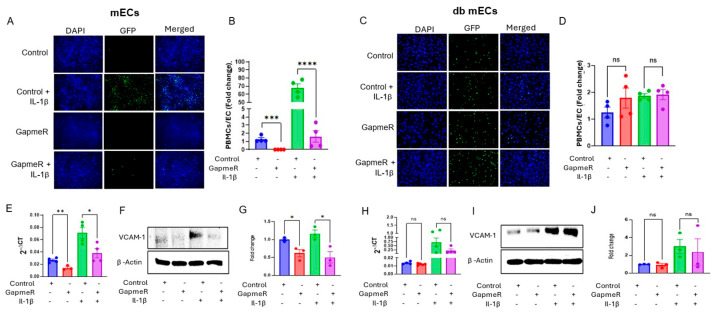
Inhibition of Gm39822 suppresses the adhesion of leukocytes to endothelial monolayers in primary non-diabetic endothelial cells (mECs) but not in diabetic mECs (Db-mECs). (**A**,**B**) Silencing of Gm39822 reduces the adhesion of PBMCs to non-diabetic endothelial cells (mECs) under basal conditions and 8 h of IL-1β stimulation (20 ng/mL, *n* = 4/group). (**C**,**D**) Silencing of Gm39822 does not impact the adhesion of PBMCs to diabetic endothelial cells (db mECs) under either basal conditions or 8 h of IL-1β stimulation (20 ng/mL, *n* = 4/group). (**E**) Inhibition of Gm39822 downregulates the expression of VCAM-1 at the mRNA level in non-diabetic endothelial cells (mECs) under basal conditions and IL-1β stimulation (10 ng/mL for 4 h, *n* = 4/group). (**F**,**G**) Inhibition of Gm39822 downregulates the expression of VCAM-1 protein in non-diabetic endothelial cells (mECs) under basal conditions and IL-1β stimulation (20 ng/mL for 8 h, *n* = 3/group). (**H**) Inhibition of Gm39822 does not impact the expression of VCAM-1 at the mRNA level in diabetic endothelial cells (db mECs) under either basal conditions or IL-1β stimulation (10 ng/mL for 4 h, *n* = 4/group). (**I**,**J**) Inhibition of Gm39822 does not impact the expression of VCAM-1 protein in diabetic endothelial cells (db mECs) under either basal conditions or IL-1β stimulation (20 ng/mL for 8 h, *n* = 3/group). The data are represented as the mean ± SEM, and statistical significance was determined with an unpaired two-tailed Student *t*-test. ns—non significant, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 3:**
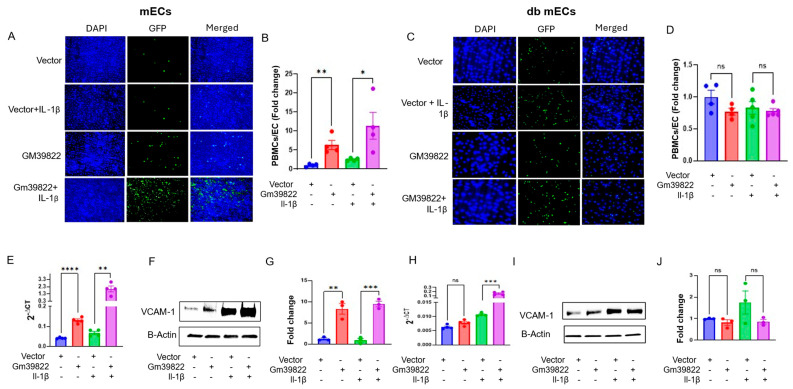
Overexpression of Gm39822 promotes the adhesion of leukocytes to endothelial monolayers in mECs but not in db mECs. (**A**,**B**) Overexpression of Gm39822 increases the adhesion of PBMCs to non-diabetic endothelial cells (mECs) under basal conditions and 8 h of IL-1β stimulation (20 ng/mL, *n* = 4/group). (**C**,**D**) Overexpression of Gm39822 does not impact the adhesion of PBMCs to diabetic endothelial cells (db mECs) under either basal conditions or 8 h of IL-1β stimulation (20 ng/mL, *n* = 4/group). (**E**) Overexpression of Gm39822 upregulates VCAM-1 expression at the mRNA level in non-diabetic endothelial cells (mECs) under basal conditions and IL-1β stimulation (10 ng/mL for 4 h, *n* = 4/group). (**F**,**G**) Overexpression of Gm39822 upregulates the expression of VCAM-1 at the protein level in non-diabetic endothelial cells (mECs) under basal conditions and IL-1β stimulation (20 ng/mL for 8 h, *n* = 3/group). (**H**) Overexpression of Gm39822 does not impact VCAM-1 expression at the mRNA level in diabetic endothelial cells (db mECs) under either basal conditions or IL-1β stimulation (10 ng/mL for 4 h, *n* = 4/group). (**I**,**J**) Inhibition of Gm39822 does not impact the expression of VCAM-1 protein in diabetic endothelial cells (db mECs) under either basal conditions or IL-1β stimulation (20 ng/mL for 8 h, *n* = 3/group). The data are represented as the mean ± SEM, and statistical significance was determined with an unpaired two-tailed Student *t*-test. ns—non significant, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 4:**
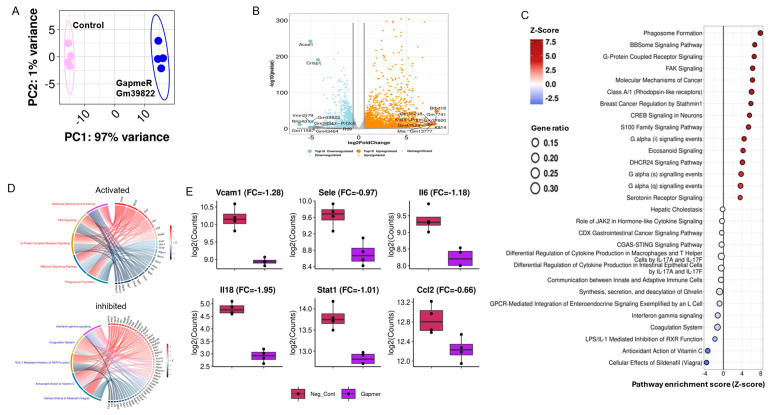
IPA canonical pathway analysis after Gm39822 knockdown in ECs reveals downregulation of cytokine production. (**A**) Principal component analysis (PCA) of variance-stabilized counts, with PC1/PC2 percentages of explained variance and 95% confidence ellipses. (*n* = 4). (**B**) Volcano plots of differential expression (*p* < 0.01 and |log_2_FC| ≥ 0.58) in GapmeR versus negative-control-treated bEND.3 cells. Up- and downregulated transcripts are colored red/blue; the top 10 transcripts in each class are labeled with a gene symbol. (*n* = 4). (**C**) IPA canonical pathway analysis and dot plot of all canonical pathways with significant activation (z-score > 0) or inhibition (z-score < 0) (*p* < 0.05) after Gm39822 knockdown compared with the control. Dot size = gene ratio; color gradient = z-score; pathways are sorted by the absolute z-score within each class (*n* = 4). (**D**) GO chord plots showing the significantly regulated genes (z-score < 0, *p* < 0.05) involved in the top 5 activated (top) or inhibited (bottom) pathways when comparing Gm39822 knockdown with controls (*n* = 4). (**E**) Box plots of normalized expression for selected marker genes in the “cytokine production” pathway, namely, Vcam-1, E-Selectin (SelE), Il-6, Il-18, Stat-1, and ccl2, in GapmeR versus negative control samples (*n* = 4). The inset in each panel shows the log2FC (FC) from the DESeq2 Wald test.

**Figure 5:**
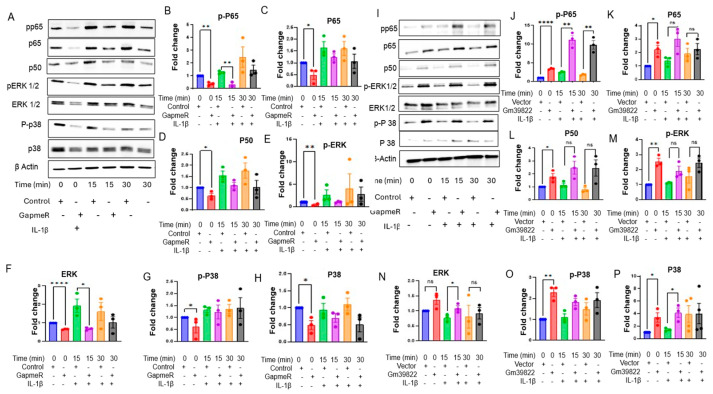
Gm39822 is a proinflammatory lncRNA in non-diabetic endothelial cells (mECs). (**A**–**H**) The expression of inflammatory signaling pathways as detected using Western blot analysis (**A**) for (**B**) p-p65, (**C**) p65, (**D**) p50, (**E**) ERK1/2, (**F**) p-ERK1/2, (**G**) p-p38, and (**H**) p38 expression after knockdown of Gm39822 in non-diabetic endothelial cells (mECs) under basal conditions or Il-1β stimulation (20 ng/mL; *n* = 3/group) at the indicated time points. (**I**–**P**) The expression of inflammatory signaling pathways as detected using Western blot analysis (**I**) for (**J**) p-p65, (**K**) p65, (**L**) p50, (**M**) p-ERK1/2, (**N**) ERK1/2, (**O**) p-p38, and (**P**) p38 expression after Gm39822 overexpression in non-diabetic endothelial cells (mECs) under basal conditions or Il-1β stimulation (20 ng/mL; *n* = 3/group) at the indicated time points. The data are represented as the mean ± SEM, and statistical significance was determined with an unpaired two-tailed Student *t*-test. ns—non significant,* *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001.

**Figure 6:**
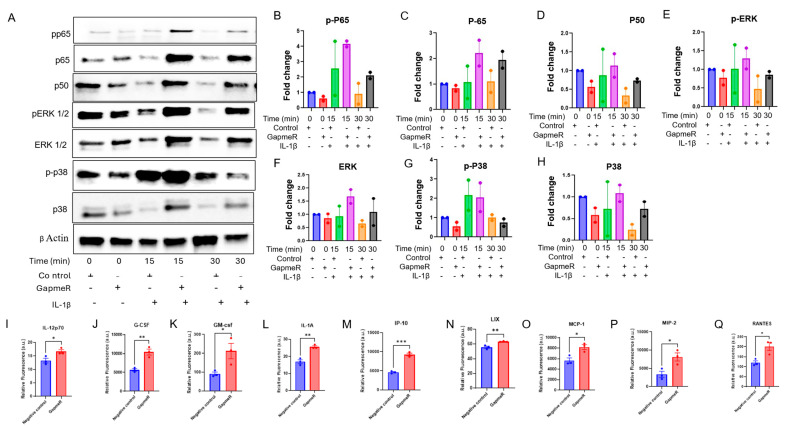
Gm39822 is an anti-inflammatory lncRNA in non-diabetic endothelial cells (db mECs). (**A**–**H**) The expression of inflammatory signaling pathways as detected using Western blot analysis (**A**) for (**B**) p-p65, (**C**) p65, (**D**) p50, (**E**) p-ERK1/2, (**F**) ERK1/2, (**G**) p-p38, and (**H**) p38 expression after knockdown of Gm39822 in diabetic endothelial cells (mECs) under basal conditions or Il-1β stimulation (20 ng/mL; *n* = 2/group) at the indicated time points. Quantification of cytokines (**I**) IL-12p70, (**J**) G-CSF, (**K**) GM-CSF, (**L**) IL-1A, (**M**) IP-10, (**N**) LIX, (**O**) MCP-1, (**P**) MIP-2, and (**Q**) RANTES in the supernatants from diabetic ECs after Gm39822 knockdown, *n* = 3/group. The data are represented as the mean ± SEM, and statistical significance was determined with an unpaired two-tailed Student *t*-test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 7:**
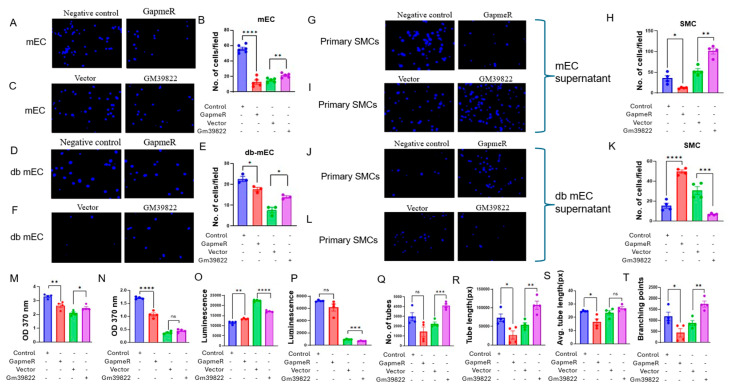
Gm39822 promotes migration, proliferation, and angiogenesis and inhibits apoptosis in mECs. (**A**,**C**) Representative images and (**B**) quantification of migration of non-diabetic endothelial cells (mECs) under a VEGF gradient (50 ng/mL) after (**A**) knockdown or (**C**) overexpression of Gm39822 (*n* = 5/group). (**D** and **F**) Representative images and (**E**) quantification of migration of diabetic endothelial cells (db mECs) under a VEGF gradient (50 ng/mL) after (**D**) knockdown or (**F**) overexpression of Gm39822 (*n* = 5/group). (**G** and **I**) Representative images and (**H**) quantification of the migration of primary smooth muscle cells in response to the cell culture supernatant harvested from non-diabetic endothelial cells (mECs) under a VEGF gradient (50 ng/mL) after (**G**) knockdown or (**I**) overexpression of Gm39822 (*n* = 4/group). (**J**,**L**) Representative images and (**K**) quantification of migration of primary smooth muscle cells in response to the cell culture supernatant harvested from the diabetic endothelial cells (db mECs) under a VEGF gradient (50 ng/mL) after (**J**) knockdown or (**L**) overexpression of Gm39822 (*n* = 4/group). (**M**,**N**) Proliferation as measured with the BrdU assay for (**M**) non-diabetic endothelial cells (mECs) and (**N**) diabetic endothelial cells (db mECs) after knockdown or overexpression of Gm39822; *n* = 4/group. (**O**,**P**) Quantification of caspase 3/7 activity after knockdown or overexpression of Gm39822 in (**O**) non-diabetic endothelial cells (mECs) and (**P**) diabetic endothelial cells (db mECs), *n* = 4/group. (**Q**–**T**) Network tube formation assay and quantification of (**Q**) the number of tubes, (**R**) tube length, (**S**) average tube length, and (**T**) branching points formed in non-diabetic endothelial cells (mECs) after knockdown or overexpression of Gm39822; *n* = 4/group. The data are represented as the mean ± SEM, and statistical significance was determined with an unpaired two-tailed Student *t*-test. ns—non significant, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 8:**
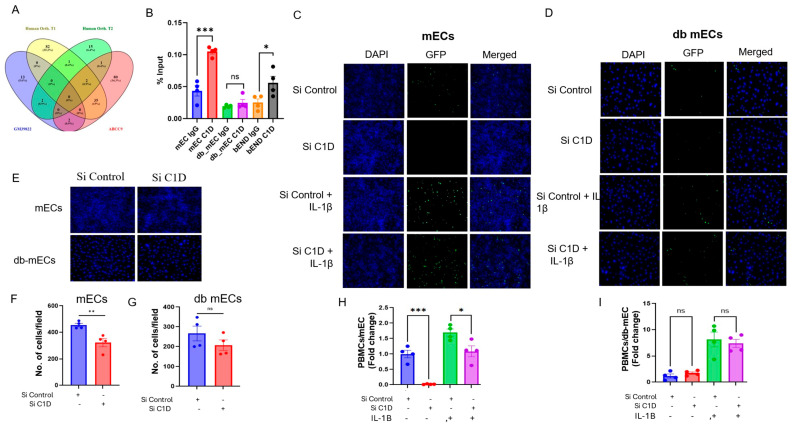
Gm39822 co-localizes and interacts with C1D. (**A**) Venn diagram of interacting partners of Gm39822, transcript 1 and transcript 2 of the lncRNA ENSG00000250994, and the human ABCC9 sequence as identified using the CatRAPID tool. (**B**) Ribonucleoprotein immunoprecipitation (RIP) of Gm39822 using C1D antibody in the lysates obtained from bEND.3 cells, non-diabetic endothelial cells, and diabetic endothelial cells; *n* = 4/group. (**C**,**H**) Representative image (**C**,**H**) quantification of the adhesion of PBMCs in response to siRNA knockdown of C1D in non-diabetic endothelial cells (mECs) under basal conditions and 8 h of IL-1β stimulation (20 ng/mL, *n* = 4/group). (**D**,**I**) Representative image (**D**,**I**) quantification of the adhesion of PBMCs in response to siRNA knockdown of C1D in diabetic endothelial cells (db mECs) under basal conditions and 8 h of IL-1β stimulation (20 ng/mL, *n* = 4/group). (**E**–**G**) Representative images (**E**) and quantification of cellular migration in response to siRNA knockdown of C1D in (**F**) non-diabetic endothelial cells (mECs) and (**G**) diabetic endothelial cells (db mECs), *n* = 4/group). The data are represented as the mean ± SEM, and statistical significance was determined with an unpaired two-tailed Student *t*-test. ns—non significant, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

## Data Availability

All relevant data are available from the authors. The RNA-seq data are accessible in the following GEO dataset: GSE305264.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms26178147/s1.

# Supplementary material for: Endothelial-Enriched lncRNA Gm39822 Modulates Inflammation and Dysfunction in Non-Diabetic Endothelial Cells
**Source:** Int J Mol Sci. 2025 Aug 22;26(17):8147. doi: 10.3390/ijms26178147
**Supplement:** Supplementary file 1

Supplementary Figure S1

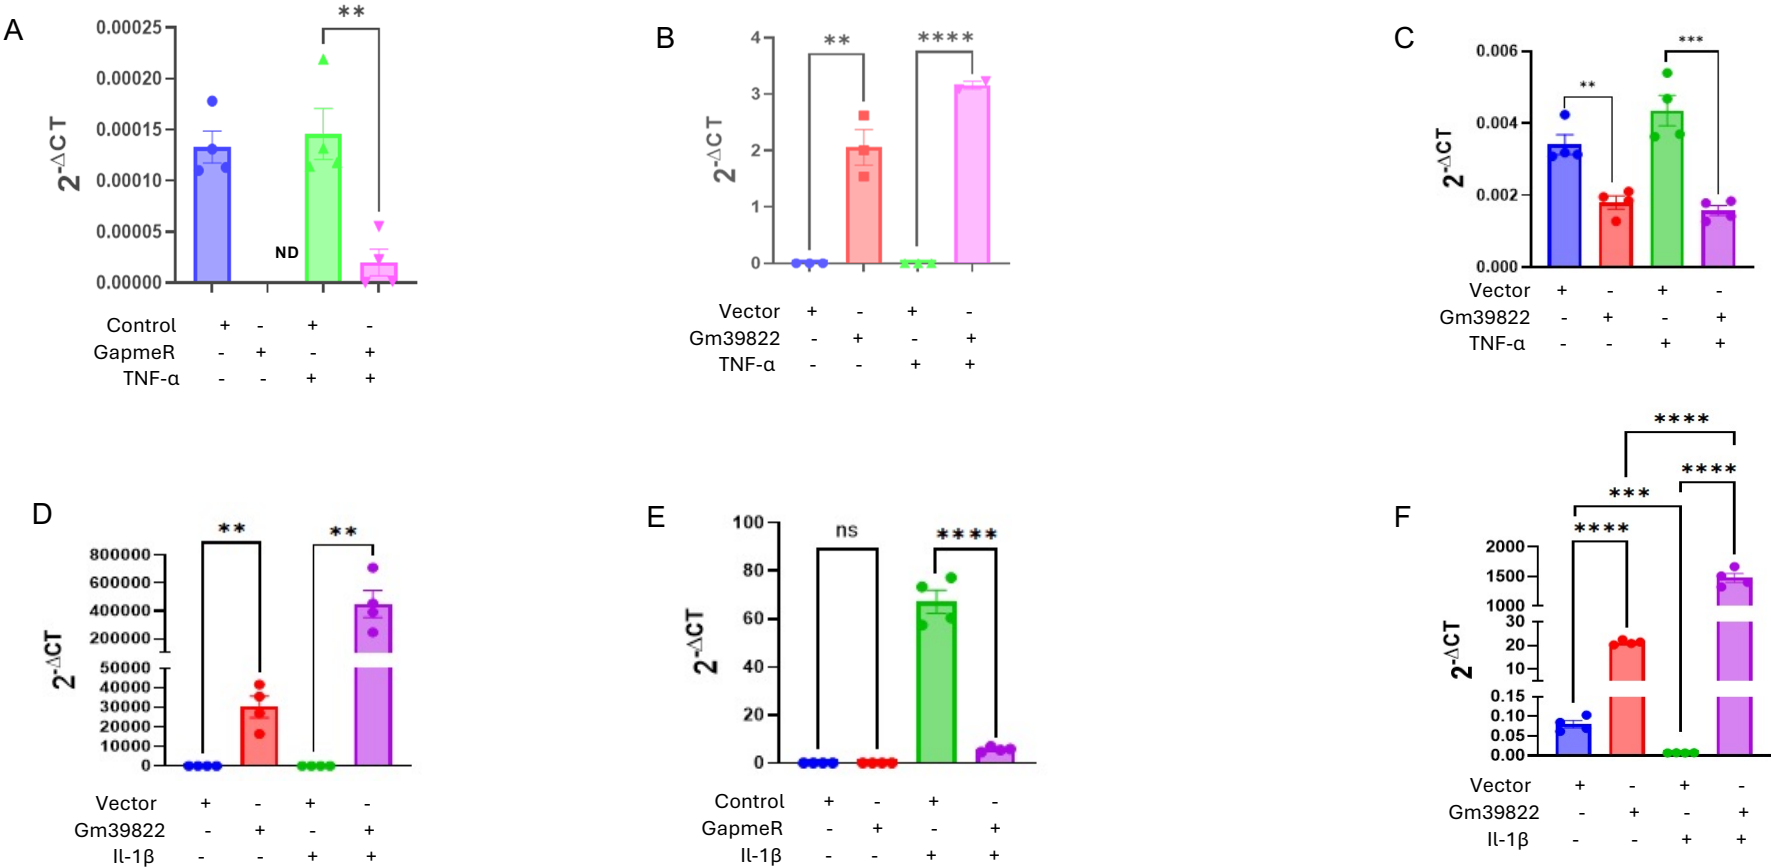

**Supplementary Figure S1** . Gm39822 knockdown and overexpression in bEND.3, mECs, and db mECs.

qPCR analysis of Gm39822 expression after (A) GapmeR treatment or (B) overexpression in bEND.3 cells.

Gm39822 knockdown and overexpression in mECs (C-D) and db mECs (E-F), n=4/group. The data is represented as mean  $\pm$  SEM and statistical significance was determined by unpaired two-tailed Student's t test. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001.

Supplementary Figure S2. Gm39822 regulates VCAM1 expression and adhesion of PBMCs to bEND.3 cells

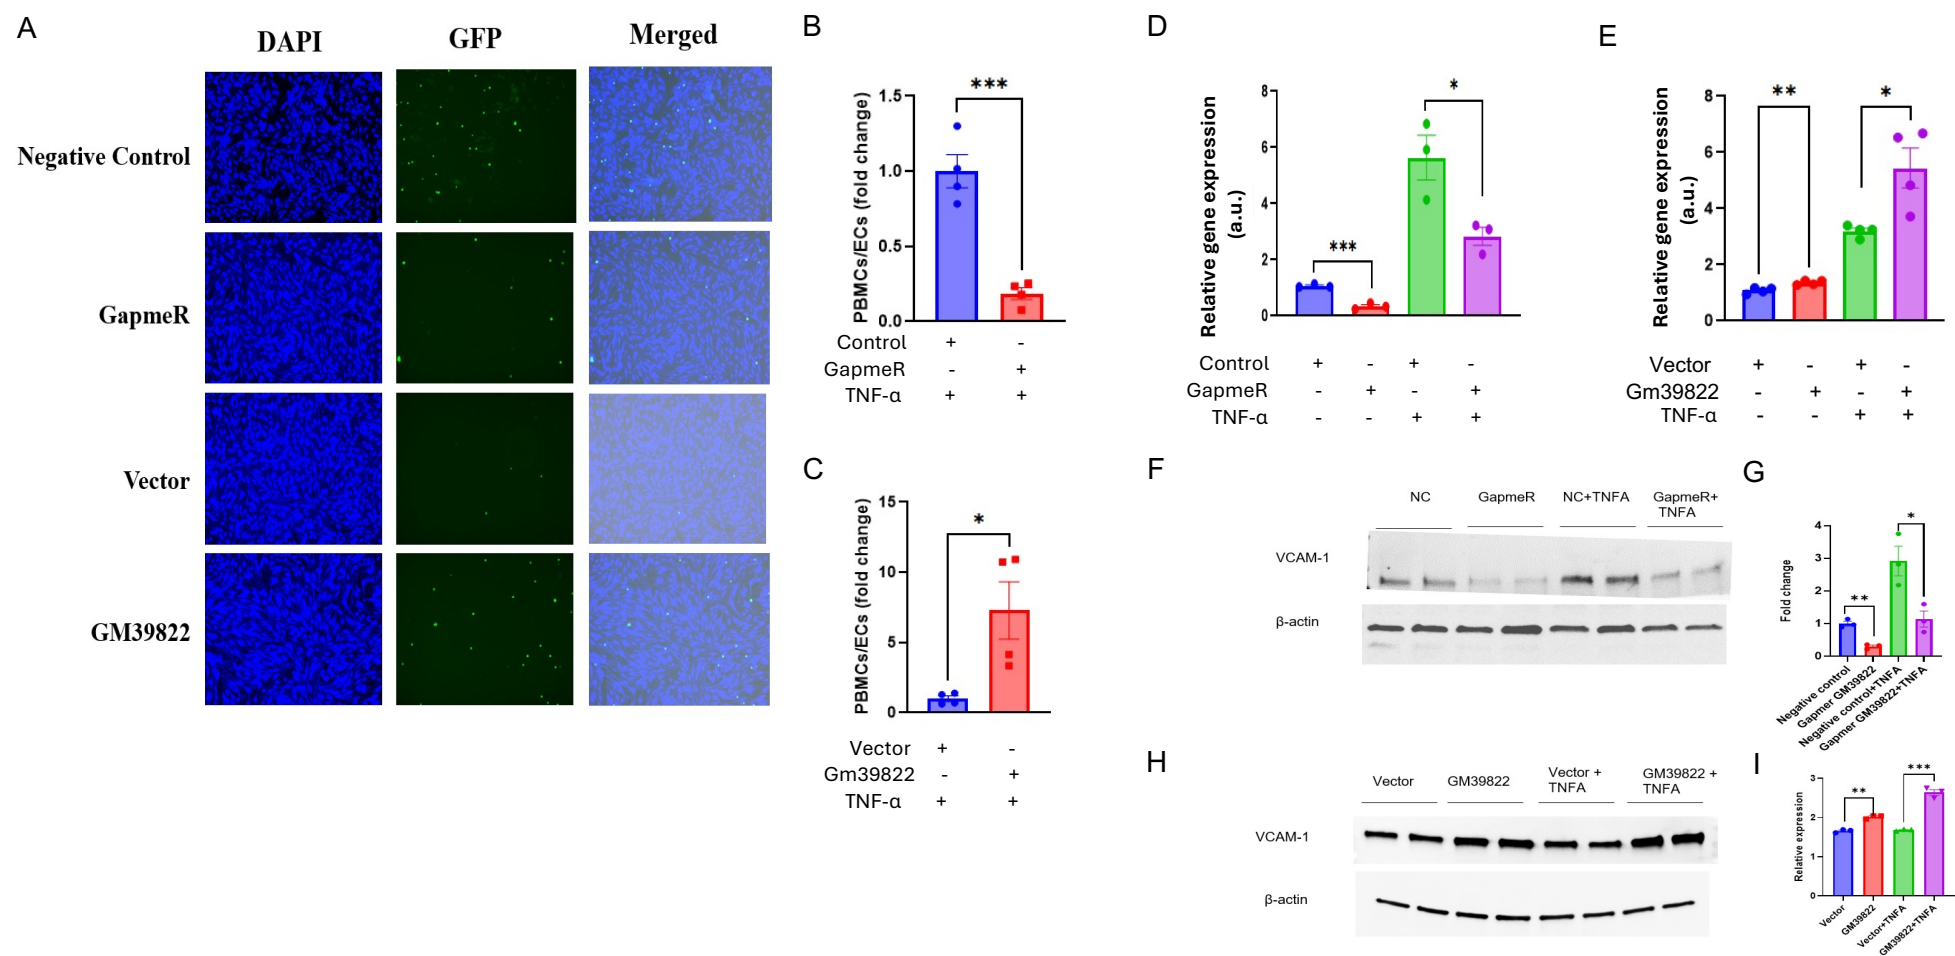

**Supplementary Figure S2.** Gm39822 regulates VCAM1 expression and adhesion of PBMCs to bEND.3 cells

(A) Representative images and (B and C) quantification of PBMCs adhesion to the bEND.3 cells after knockdown and overexpression of Gm39822, n=4/group.

(D-E) Quantification of VCAM-1 mRNA in bEND.3 cells under basal and TNF- $\alpha$  treatment (10 ng/mL for 2 hours) after (D) knockdown and (E) overexpression of Gm39822, n=4/group.

(F) Representative images and (G) quantification of VCAM-1 expression at protein levels by Western blot analysis in bEND.3 cells under basal and TNF- $\alpha$  treatment (10 ng/mL for 8 hours) after knockdown of Gm39822, n=3/group.

(H) Representative images and (I) quantification of VCAM-1 expression at protein levels by Western blot analysis in bEND.3 cells under basal and TNF- $\alpha$  treatment (10 ng/mL for 8 hours) after overexpression of Gm39822, n=3/group. The data is represented as mean  $\pm$  SEM and statistical significance was determined by unpaired two-tailed Student's t test. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001.

Supplementary Figure S3

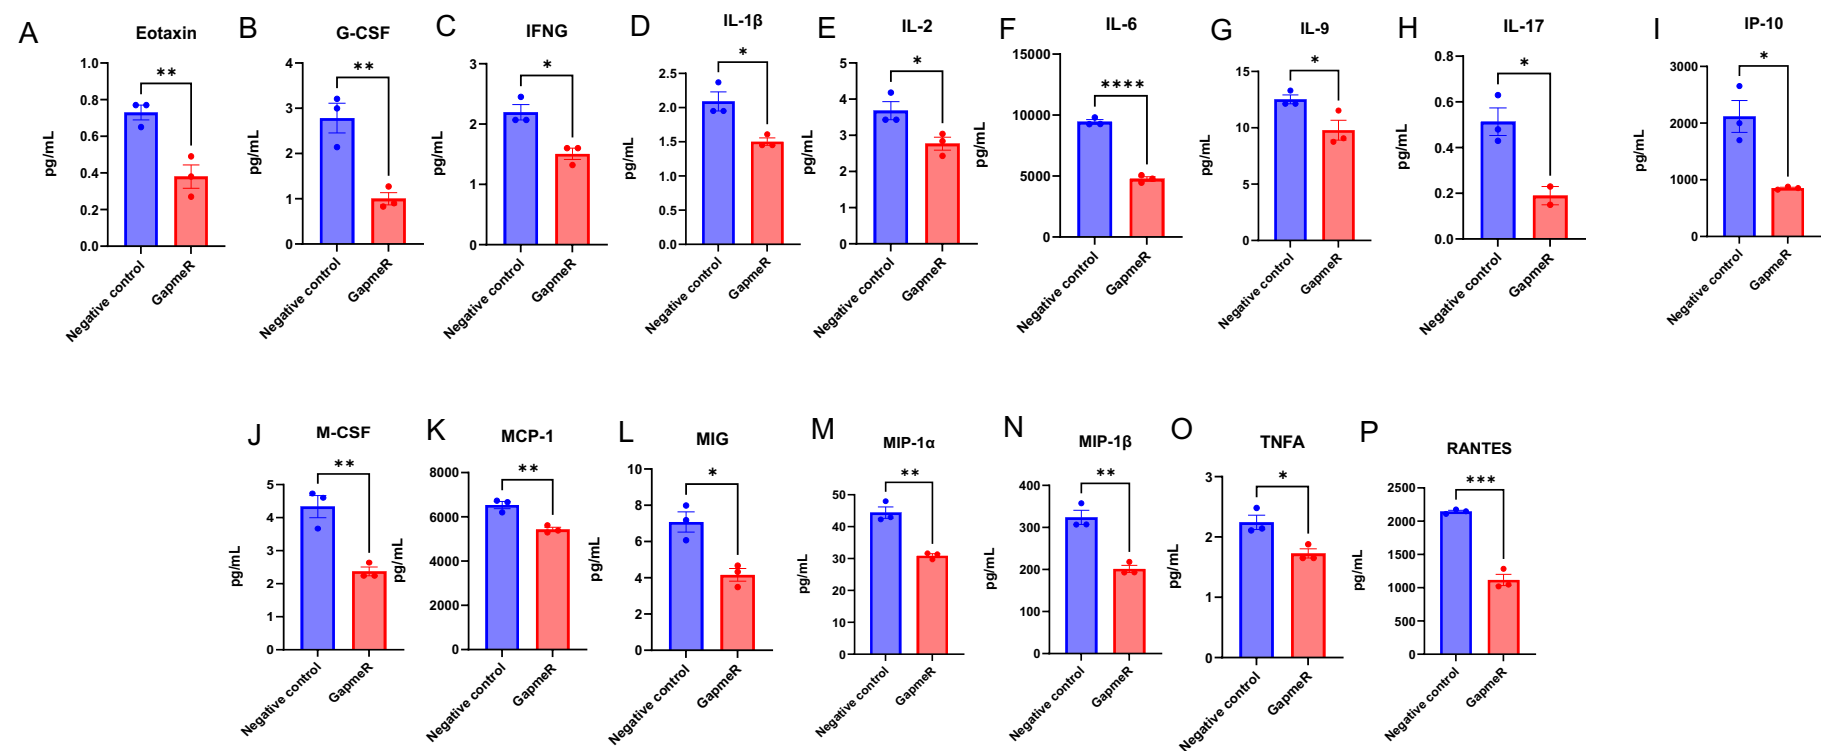

**Supplementary Figure S3.** Gm39822 knockdown inhibits cytokine secretion in bEND.3 cells

Cytokine profiling was performed of supernatants collected after Gm39822 knockdown in the bEND.3 cells and the following cytokines were significantly reduced:: (A) Eotaxin, (B) G-CSF, (C) IFNG, (D) IL-1b, (E) IL-2, (F) IL-5, (G) IL-9, (H) IL-17, (I) IP-10, (J) M-CSF, (K) MCP1, (L) MIG, (M) MIP-1a, (N) MIP-1b, (O) TNFA, and (P) RANTES, n=3/group. The data is represented as mean  $\pm$  SEM and statistical significance was determined by unpaired two-tailed Student's t test. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001.

Supplementary Figure S4

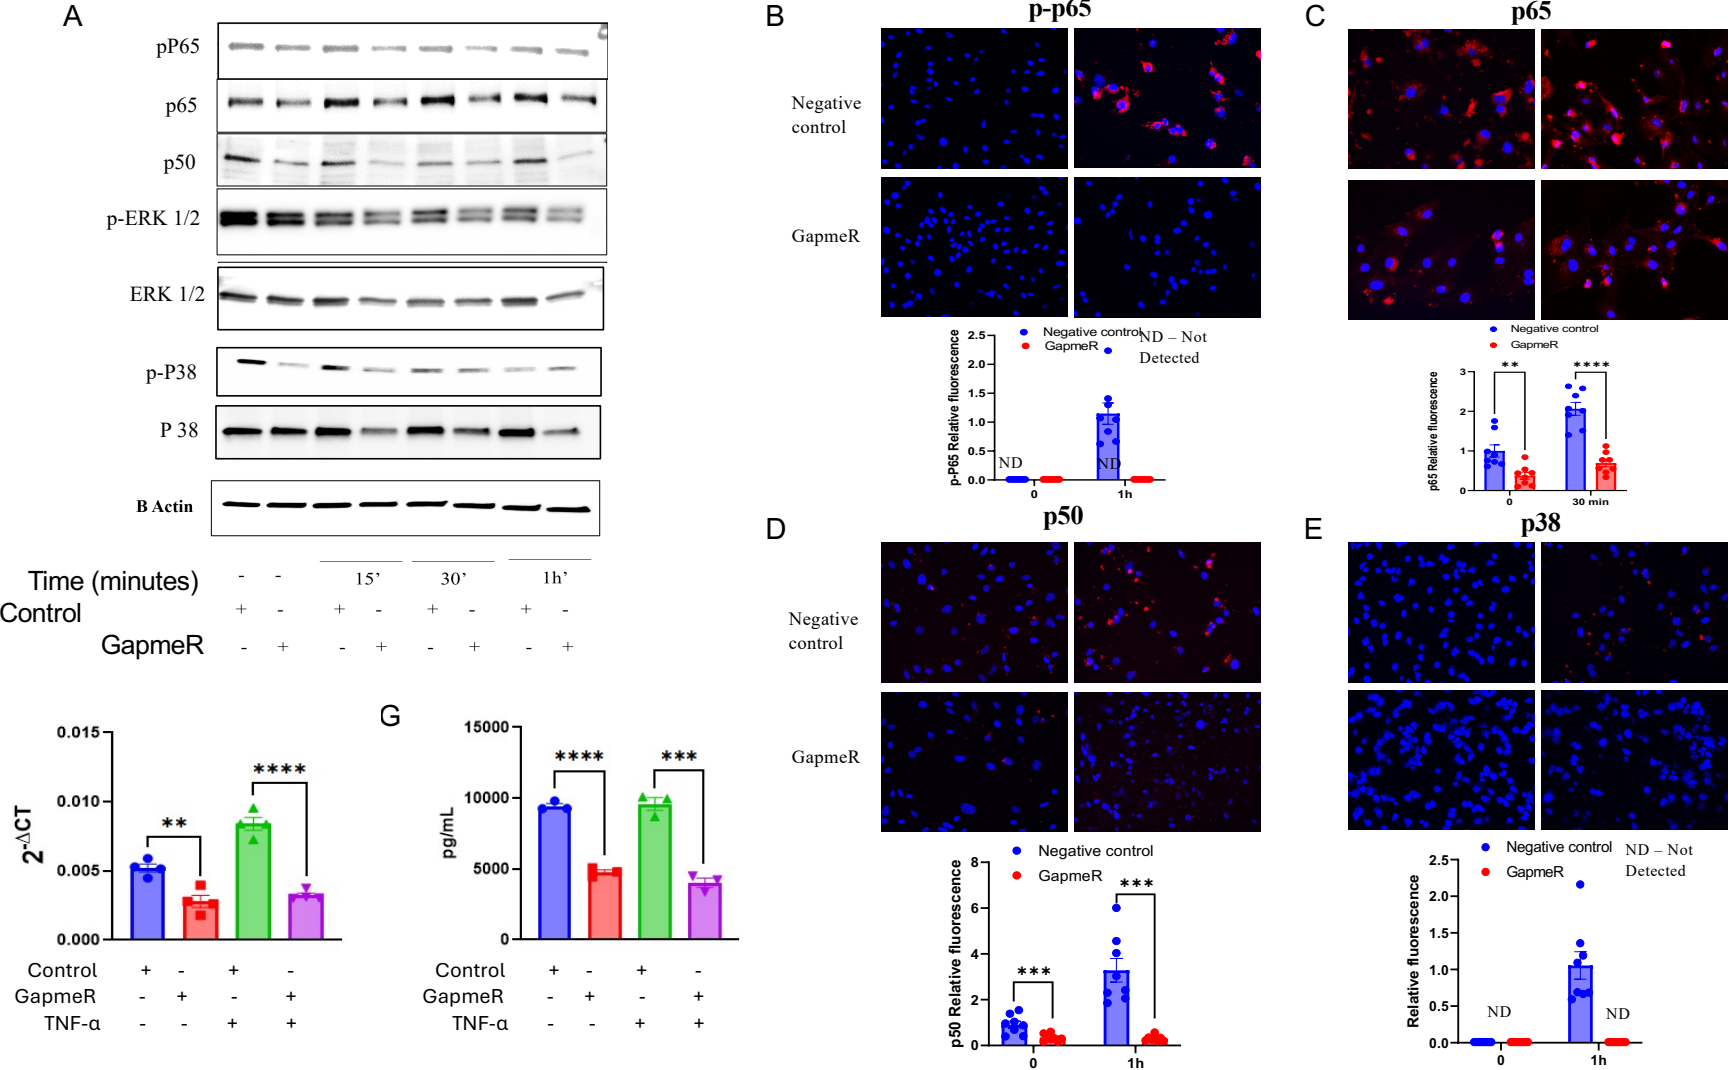

**Supplementary Figure S4.** Inhibition of Gm39822 downregulates inflammation in bEND.3 cells

(A) Western blots of p-p65, p65, p50, p-ERK1/2, ERK1/2, p-p38, and p38 expression at the indicated time points under basal or TNF- $\alpha$  stimulation (20 ng/mL, n=1/group) after knockdown of Gm39822 in the bEND.3 cells.

(B-E) Representative images and quantification of (B) p-p65, (C) p65, (D) p50, and (E) p38 by Immunofluorescence imaging, n=8/group.

(F-G) Quantification of IL-6 by (F) qPCR and (G) cytokine profiling in the bEND.3 cells. The data is represented as mean  $\pm$  SEM and statistical significance was determined by unpaired two-tailed Student's t test. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001.

Supplementary Figure S5

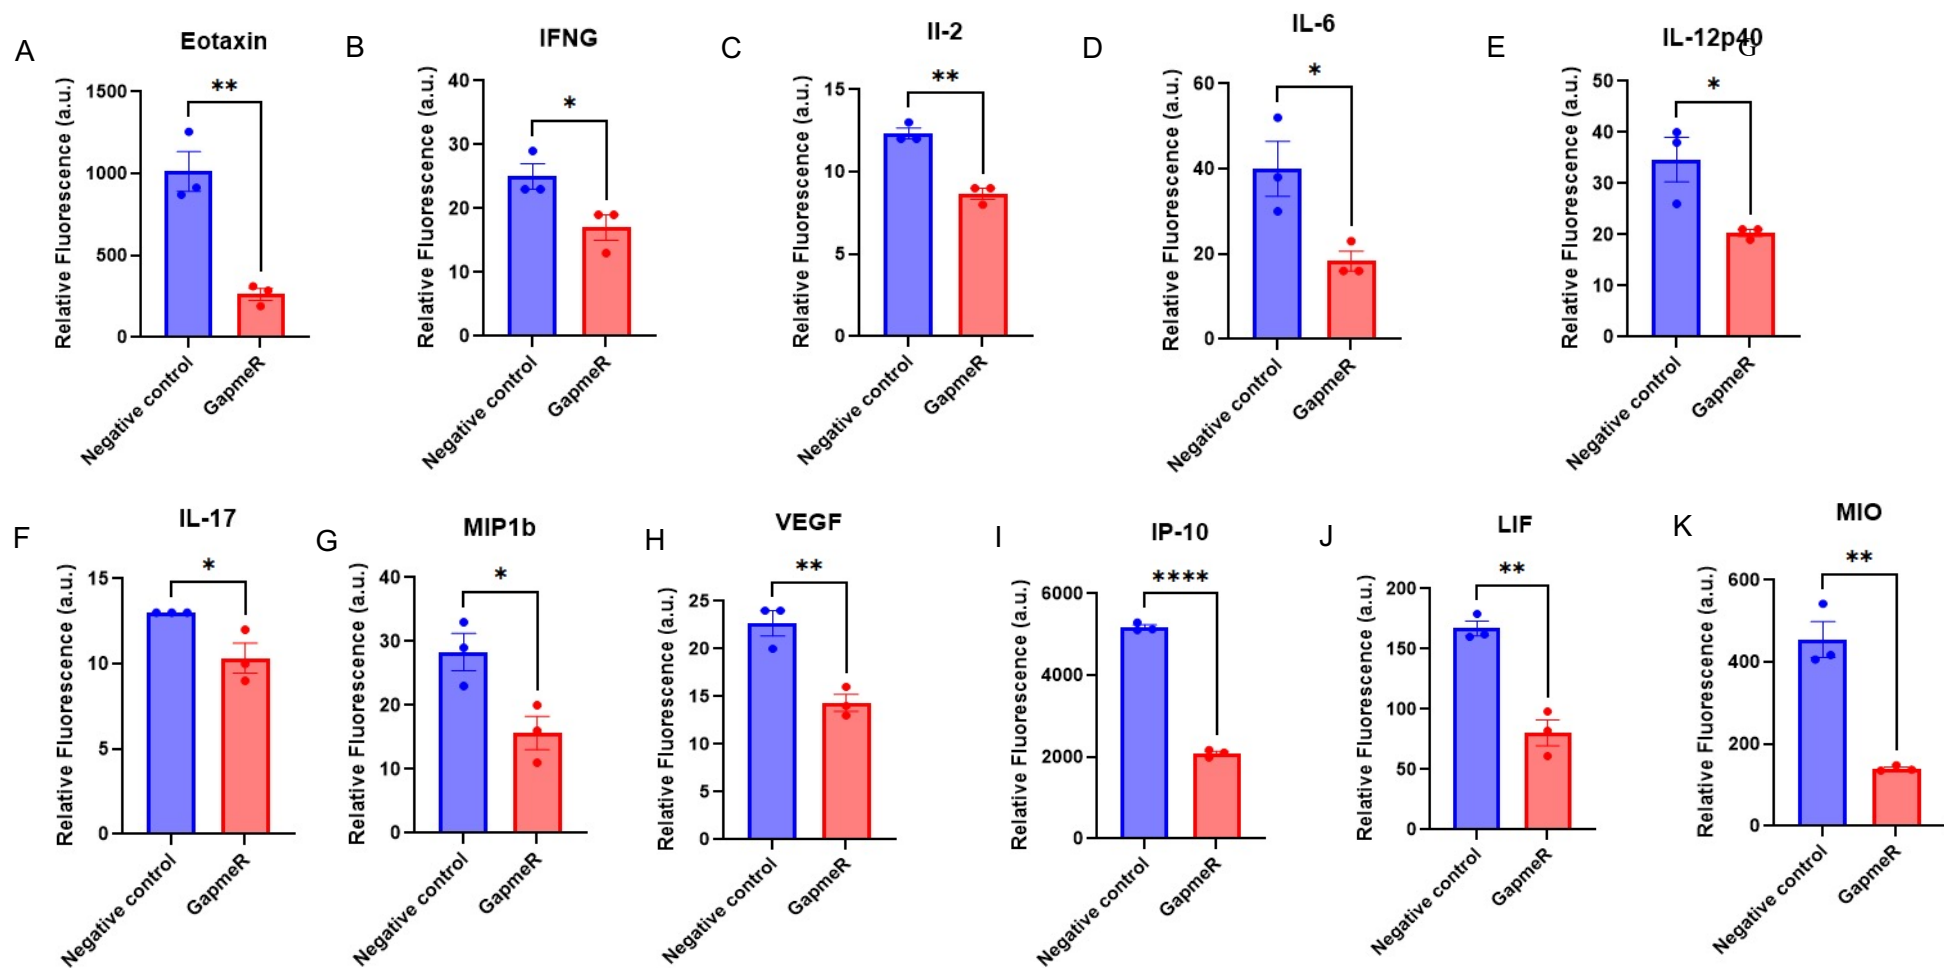

**Supplementary Figure S5.** Gm39822 knockdown inhibits cytokine secretion in mECs

Cytokine profiling was performed of supernatants collected after Gm39822 knockdown in the non-diabetic endothelial cells and the following cytokines were significantly reduced: (A) Eotaxin, (B) IFNG, (C) IL-2, (D) IL-6, (E) IL-12p40 (F) IL-17, (G) MIP-1b, (H) VEGF, (I) IP-10, (J) LIF, and (K) MIO, n=3/group. The data is represented as mean  $\pm$  SEM and statistical significance was determined by unpaired two-tailed Student's t test. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001..

Supplementary Figure S6

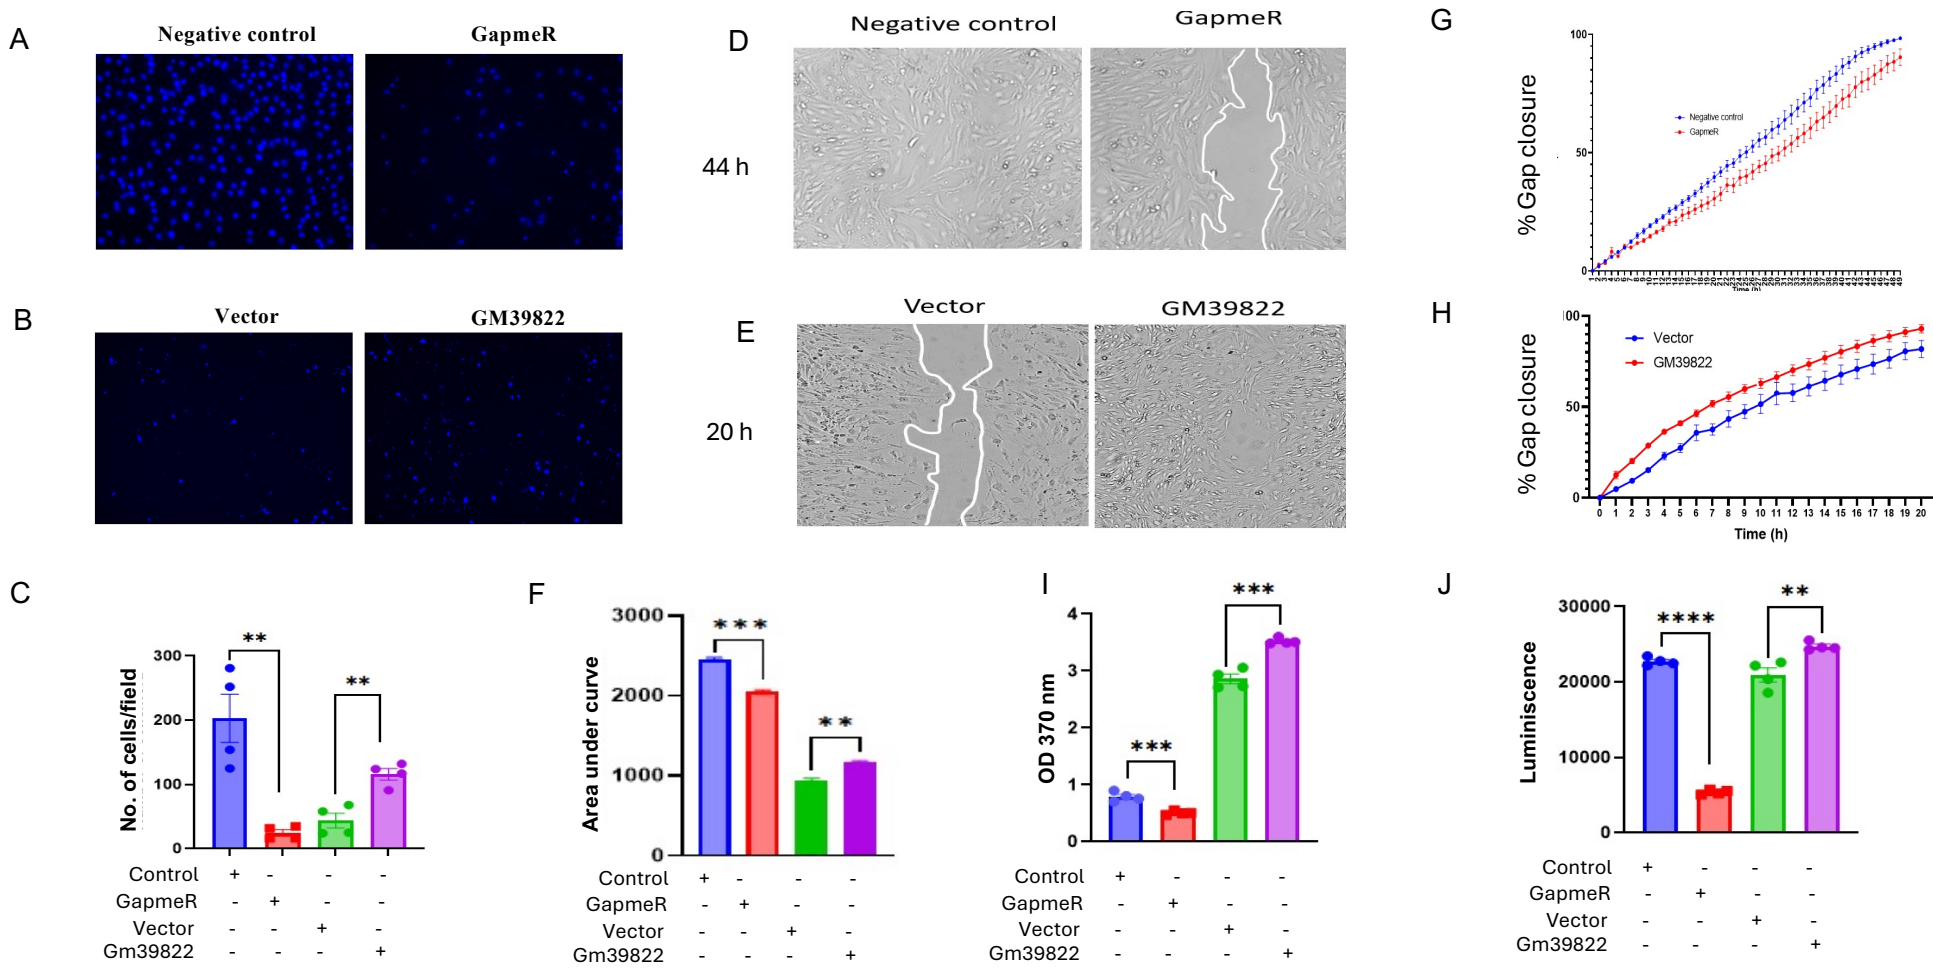

**Supplementary Figure S6.** Gm39822 regulates migration and proliferation of bEND.3 cells

(A-B) Representative images of transwell migration of bEND.3 cells after (A) knockdown and (B) overexpression of Gm39822; (C) quantification of the cells/field, n=4/group.

(D-H) Representative images of scratch assay, area under curve and % gap closure after (D, G, and F) knockdown and (E, H, and F) overexpression of Gm39822, n=4/group.

(I) Proliferation of bEND.3 cells in response to Gm39822 knockdown or overexpression, n=4/group.

(J) Caspase 3/7 activity in bEND.3 cells after Gm39822 knockdown or overexpression, n=4/group. The data is represented as mean  $\pm$  SEM and statistical significance was determined by unpaired two-tailed Student's t test. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001..

# Supplementary material for: Endothelial-Enriched lncRNA Gm39822 Modulates Inflammation and Dysfunction in Non-Diabetic Endothelial Cells
**Source:** Int J Mol Sci. 2025 Aug 22;26(17):8147. doi: 10.3390/ijms26178147
**Supplement:** Supplementary file 1

Table S1

|   | Gene          | Forward primer (5'→3') | Reverse primer (5'→3')  |
|---|---------------|------------------------|-------------------------|
| 1 | <i>Gm9822</i> | AACCTTGGATGGTGGCGTTT   | ATGCAAAGGCTCAAAAATGGTT  |
| 2 | <i>Il-6</i>   | CTGCAAGAGACTCCATCCAG   | AGTGGTATAGACAGGTCTGTTGG |
| 3 | <i>Vcam-1</i> | AGCTGGAACGAAGTATCCACG  | GGAGCCAAACACTTGACCGT    |

How the deposited data were processed for this re-analysis (not part of the article)

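RNA sequencing of bEND.3 cells treated with a Gm39822 GapmeR or a negative control oligonucleotide, both at 100 nM, was analysed from the counts the authors deposited. The authors depleted ribosomal RNA, sequenced paired reads, processed them with the bcbio-nextgen pipeline and aligned trimmed reads to mm10 with STAR and Ensembl transcripts. The deposited values are whole-number read counts per Ensembl gene, not normalized and not filtered, and genes with no counts are listed. The program that made the counts, its strand setting and the Ensembl release are not named in the paper's text. Reads of overlapping, antisense or similar genes may therefore be split or shared.

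Samples were assigned by their labels to 4 GapmeR and 2 negative control samples, and the paper gives n = 4 for each group. The table holds 1 further column of per-sample counts that was not used in any step. Total counts were between 30264086 and 37117934 in the GapmeR samples and 29261988 and 34266811 in the controls, and between 20573 and 23566 genes had counts in a sample. Limits of 3 counts and their CPM cover counting error only. The chi-square of counts between replicates, divided by its degrees of freedom, was 5.41 to 25.2, so no samples were the same within sampling noise.

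The main test was edgeR 4.0.16 in R 4.3.3, with TMM normalization, robust quasi-likelihood dispersions and Benjamini-Hochberg adjustment, on genes with at least 5 counts in at least 2 samples and no fold-change threshold. The paper states a minimum of 5 counts without the number of samples. CPM values are TMM-normalized, and SDs are between samples. The TMM factors were 1.02 to 1.05 in the GapmeR samples and 0.931 and 0.936 in the controls. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The largest share of counts taken by the 10 most counted genes of a sample was 4.75%. Principal components used DESeq2 1.42.0's variance stabilization. Lists of genes, written by hand, were tested with the camera function of limma 3.58.1, and those with at least 10 genes tested were adjusted together.

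The replicate numbers come from the sample titles, and the codes of the samples number them differently. The block by replicate number rests on 4 samples, since GapmeR samples 3 and 4 have no same-numbered control, and leaves 1 residual degree of freedom, so its p-values rest almost wholly on the spread shared across genes. Correlations of same-numbered samples' deviations were -0.111 and 0.173.

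The genes named in the text are those of Figure 4E and others the paper names, the cytokines and signalling proteins it measures, up to 4 genes of each list with the largest change, and the 5 highest and 5 lowest log2 fold changes among genes with an adjusted p-value under 0.05, a mean of at least 1 CPM and all GapmeR samples on the same side of the controls. Alternatives, set before the data were examined, were DESeq2's size factors, scaling by library size only, DESeq2's Wald test, limma-voom, 2 other filters, 4 other thresholds, the replicate block, each sample left out in turn, other inputs of the principal components and other settings of the list test. Leaving out of a list the genes that the paper names or measures was added after seeing the data.

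The functions were tested on simulated data, in which 190 of 17750 genes were changed by known folds. The edgeR test recovered 118 of the 190, and 8 of its 126 calls were false. It had been required to recover over 70% of all changed genes, and it did not. The requirement was changed after this result to over 90% of the changed genes with a mean of at least 100 counts, of which 110 of 117 were recovered. The functions themselves were not changed. The simulation set equal numbers of rises and falls in few genes, whereas 8268 of 18234 genes were called in the real data. It therefore does not show how the scaling or the rate of false calls holds under so wide a change.

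GC content and length came from the GENCODE annotation of GRCm39, joined by Ensembl identifier, which held 45505 of the 49315 genes. A loess curve of span 0.3 on GC content was removed from each sample. A robust curve was added after the results of the plain curve were seen, and both are given. Matches of a sequence to the genome were found with blastn 2.17.0 at an e-value of 1e-05. Coordinates of genes at mm10 come from RefSeq, and all other coordinates are on GRCm39. Other scripts used Python 3.11.15, pandas 2.3.3 and scipy 1.17.1. The other assays of the paper, the IPA pathways and the cells other than bEND.3 were not analysed here.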

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

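The tests on Malat1, on macrophage RNA and on the mean counts and counts per kb of receptor genes were chosen after the results they bear on had been seen, and the label of the GC test of GapmeR 2 was set after its values were seen.

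In 227 genes, both negative controls had at most 3 counts and every GapmeR sample had at least 20, a set the paper does not discuss. The reverse was found for 1 gene, and with at least 50 counts the numbers were 79 and 0. The summed CPM of the 227 genes was 442, 473, 446 and 478 in GapmeR samples 1 to 4 and 8.06 and 8.40 in the controls. Sox15 had 283, 340, 266 and 239 counts against 1 and 3, and Insm2 had 259, 259, 254 and 196 against 2 and 1. Sox15 and Insm2 were chosen after their values were seen.

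Depth was tested by thinning every library to the smallest total, and 205 of the 227 genes were found again. For genomic DNA, the smallest share of counts on 1710 olfactory and vomeronasal receptor genes in a GapmeR sample was 0.476 of the largest in a control. That test does not settle the question, because Olfr56 alone held 72.8% and 75.1% of these counts in the controls, which was noticed only after the value was seen and changed the reading of the test. In the 1698 receptor genes with at most 10 counts in every sample, the summed CPM was 3.48 to 4.34 in the GapmeR samples and 1.81 and 1.87 in the controls, with a largest mean count per gene of 0.0948. These genes were chosen for having few counts, so their mean cannot be set against the counts of the set. At the counts per kb of transcript of all 1710 receptor genes, with no such choice, DNA covering the genome evenly would give at most 0.59% of the counts of the set in a GapmeR sample. The test of the share leaves open whether some genomic DNA is present. RNA of macrophages in some libraries was tested by the range of the summed CPM over the GapmeR samples, which was 0.11 on the log2 scale.

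Transcription reading through from an upstream gene is a candidate explanation. Of the 165 protein-coding genes of the set, 75 (45.45%) had an expressed gene (at least 5 CPM in the controls) on the same strand ending within 10 kb upstream, against 73 of 5955 genes (1.23%) silent in all samples (Fisher's exact test, p = 4.4e-84, across genes, which are not independent replicates). Downstream on the same strand the share was 13.9%. Among genes with any expressed neighbour the shares were 68.2% and 14.3% (Fisher's exact test, p = 9.3e-29). Sox15 lies 1.7 kb downstream of Fxr2. The other protein-coding genes of the set, Insm2 and Tph2 among them, have no such neighbour, and reading through from further away or from more weakly expressed genes was not tested. More nuclear RNA in the GapmeR libraries would also raise nuclear transcripts already present in the controls. The log2 fold change of Malat1, a nuclear transcript, was -0.19, and -0.44 to 0.16 with samples left out. Neat1 rose by 0.82, or 1.76-fold. The summed CPM of the set was 442 to 478 in the GapmeR samples and 8.1 and 8.4 in the controls. These 2 transcripts argue against a larger nuclear share as the cause of the whole rise of the set. A smaller contribution is left open. No sample separates loss of Gm39822 from another effect of the oligonucleotide.

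Macrophage marker genes, 20 genes outside the lists above, were higher than in the controls by a mean log2 difference of 1.35 in GapmeR 3 and 1.29 in GapmeR 4, and by 0.18 in GapmeR 1 and 0.14 in GapmeR 2. The markers spread over the GapmeR samples by 1.21, whereas endothelial identity genes spread by 0.17. Markers were counted in the 2 controls as well, for example Lyz2 with 1885 and 1982 counts, Csf1r with 201 and 218 and Aif1 with 4 and 5. A small amount of RNA of macrophage-like cells, more of it in GapmeR 3 and 4, would give this pattern. Expression of these genes by bEND.3 cells themselves was not tested. The phagocytic receptors and integrins, whose mean differences spread over the same samples by 0.53, share this limit.

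Among 69 results with 4 GapmeR samples, 4 had a sample far from the others, where chance gives 3.45. The gap to the nearest sample, divided by the range, was 0.86 for C1d and 0.981 for Cdkn2aipnl, both high in GapmeR 2, 0.837 for Csf3, low in GapmeR 3, and 0.877 for the endothelial identity genes, low in GapmeR 2. C1d had 2565 counts in GapmeR 2 and 1311 to 1524 in the others. Across 12705 genes, the deviation of GapmeR 2 from the GapmeR mean followed GC content with a Spearman's rho of -0.37. GapmeR 3 followed it as strongly in the other direction, with a rho of 0.42, so a GC bias of the GapmeR 2 library can neither be told apart from other causes nor set aside. No biological explanation was tested for these samples, which had the same treatment.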

How the results depend on the processing

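Of 250 comparisons between a main result and an alternative, 230 kept their direction and their side of the threshold or stayed within the allowed range, 4 lost significance, 1 gained it, 14 moved and 1 changed direction. For single named genes, of 626 comparisons 600 were the same, 2 were weaker, 7 stronger, 9 moved and 8 changed direction. Those 8 were of genes near 0 or with few counts that passed the threshold in neither fit. With library size only, the log2 fold changes were 0.0637 for Hprt, 0.10 for Actb and 0.0558 for C1d, and with the replicate block 0.0642 for C1d. Actb was at 0.0025 with at least 10 counts in every sample. With samples left out in turn, Actb ranged from -0.0690 to 0.0129, Cdkn2aipnl from -0.10 to 0.0697 and Xist from -0.0873 to 0.77. Without negative control 2, a fit with no test, C1d (0.04) and Malat1 (0.16) also changed sign. Gm39822, Vcam1, Sele, Il6, Il18 and Ccl2 kept their direction and their side of the threshold in every fit with a test in which they were present. The filter of 10 counts in every sample removed Gm39822 and Il18 and gave them no value.

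Scaled by library size only, 8241 genes passed, of which 2135 were lower, and 74.1% of calls were higher against 55.9% with TMM. This scaling moved the median log2 fold change of all genes from 0.03 to 0.17. With an adjusted p-value under 0.05 and a 1.5-fold change, 4628 genes passed and 1390 were lower. With the unadjusted p-value and the same fold change, 5110 passed and 1565 were lower. With an unadjusted p-value under 0.01 and 0.58 on the log2 scale, 4210 passed, 2965 higher and 1245 lower. The total was 7476 to 8719 genes across the 4 fits that each left out a GapmeR sample. With the replicate block, 4423 genes were higher and 3539 lower.

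The endothelial identity genes, with a median of -0.30 (adjusted p = 0.0155 from limma's camera test), had a median of -0.25 with at least 10 counts in every sample (adjusted p = 0.071 from the same camera test). With an inter-gene correlation of 0.05, the medians of -0.30 for these genes and -0.34 for the NF-kB targets had adjusted p-values of 0.0788 and 0.0721 from limma's camera test, and over their alternatives these went from 0.0034 to 0.0788 and from 0.00034 to 0.298. Without the 8 NF-kB targets that the paper names or measures, an alternative chosen after seeing the data, the median was 0.0644 (adjusted p = 0.277 from limma's camera test). With the replicate block it was -0.0585 (adjusted p = 0.298 from the same test). The camera result of that list therefore depends on these genes. The other 17 genes were not shifted as a set in that test. The paper reports all 8 as lower, in transcripts or supernatant, so leaving them out does not test the list as a whole. The interferon gamma list without its 2 such genes had a median of -0.52 (adjusted p = 9.5e-12 from limma's camera test). The phagocytic list, with its median of 0.40, passed only against random lists (adjusted p = 0.0042 from this permutation), which do not allow for correlation between genes, and went up to 0.968 under the other alternatives. With samples left out in turn, the cell cycle list's median ranged from 0.44 to 0.65 and that of the genes the paper names from -0.43 to -0.20. PC1 held 95.6% to 98.6% of the variance with samples left out, 85.0% over all genes and 95.3% over 2000 genes. The cause of these changes was not tested. Transcripts near 3 counts, such as Il18, Csf3 and Tlr1, are limited by depth, and leaving out a negative control leaves 1, so those fits give values without a test.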

Differences from the paper's values

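The number of genes with an adjusted p-value under 0.05 was 8268, against the paper's 4607. Higher genes numbered 4625 against the paper's 2568, and lower genes 3643 against the paper's 2039. Of the alternatives set before the data were examined, 4 brought all 3 counts within 1.5 times the paper's, namely at least 10 counts in every sample, an adjusted p-value under 0.05 with a 1.5-fold change, an unadjusted p-value under 0.05 with a 1.5-fold change, and an adjusted p-value under 0.01. They gave 6186, 4628, 5110 and 5888 genes, of which 3263, 3238, 3545 and 3402 were higher and 2923, 1390, 1565 and 2486 lower. The total of 4628 is close to the paper's, but its split into higher and lower genes is not. The paper's results give an adjusted p-value under 0.05. Its methods give a p-value of 0.05 with a 1.5-fold change, and Fig. 4B a p-value under 0.01 with 0.58 on the log2 scale. The paper gives n = 4 for each group, and 2 negative controls were analysed here. An unadjusted p-value under 0.01 with 0.58 on the log2 scale did so for the total (4210) and the higher genes (2965) and not for the lower genes (1245), and scaling by library size only did so for the lower genes alone (2135). DESeq2's size factors, DESeq2's Wald test, limma-voom, no filter, the replicate block and the fits without a GapmeR sample did not.

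The log2 fold change of Ccl2 was -0.76, against the paper's value of about -0.66 in Fig. 4E, read by eye. The difference was within the standard error when scaled by library size only (-0.61), with at least 10 counts in every sample (-0.71), with the replicate block (-0.69), without GapmeR sample 4 (-0.69) and without negative control 2 (-0.68), and not under the other alternatives.

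The paper reports phagosome formation as its top raised pathway. A hand-written list of phagocytic receptors and integrins, which is not the IPA pathway, was not shifted in limma's camera test (adjusted p = 0.725), and passed only against random lists of matched expression (adjusted p = 0.0042).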

Other observations

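The tests of gene length, GC content, termination genes, genes low in the controls and the repeat were set before their results were seen, although the test of genes low in the controls followed the one of silent genes. The robust GC curve was added after the plain one was seen.

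The 1.5-fold higher genes with a mean under 1 CPM in the controls included 1315 protein-coding genes, of which 486 (36.96%) had an expressed gene on the same strand ending within 10 kb upstream. For genes equally low and not higher this was 133 of 1963 (6.78%, Fisher's exact test, p = 3.0e-104, across genes). Among genes with any expressed neighbour the difference was smaller, with shares of 61.75% and 25.53% (Fisher's exact test, p = 1.1e-38). Reading through from upstream genes may therefore contribute to the higher genes beyond the silent set. A fall of a termination or 3′ end processing gene was tested on 64 genes, of which 12 were lower and 16 higher with an adjusted p-value under 0.05 from edgeR. The lowest was Papola at -0.86 (adjusted p = 4.0e-05 from edgeR), less than the fall of 1 on the log2 scale that was set as the limit. A limit on single transcripts cannot exclude that smaller falls weaken termination, so this is left open. Protein levels were not analysed here.

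Cell cycle genes rose after knockdown in bEND.3 cells. Of 36 genes, 34 were higher, with a median log2 fold change of 0.52 (adjusted p = 7.9e-07 from limma's camera test) and, with the replicate block, 0.55 (adjusted p = 2.3e-05 from the same test). Ccnb2 rose by 0.91 (standard error 0.10), Nusap1 by 0.91, Rrm2 by 0.81 and Ccne1 by 0.80. The list's mean log2 difference from the controls was 0.465, 0.572, 0.430 and 0.572 in GapmeR samples 1 to 4. The paper reports lower BrdU incorporation after knockdown in bEND.3 cells, and also in mECs and db mECs, so the transcripts and that assay moved in opposite directions in the same cell line. The cause was not tested. For the p53 target genes, the median was 0.07 (adjusted p = 0.493 from limma's camera test).

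Endothelial identity genes moved in both directions. Emcn had a log2 fold change of -1.33 (standard error 0.07), Fli1 of -0.93 and Sox17 of -0.86, while Erg rose by 1.12 (standard error 0.07).

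Of the genes flanking Gm39822, Jade2 had a log2 fold change of -0.39 (standard error 0.08, adjusted p = 0.00051 from edgeR) and Cdkn2aipnl of 0.01 (standard error 0.11). C1d, whose protein the paper finds bound to Gm39822, had a log2 fold change of -0.09 (standard error 0.20, adjusted p = 0.736 from edgeR), and without GapmeR 2 it was -0.27 (adjusted p = 0.00644 from edgeR, against up to 0.976 over the other alternatives). Its sign was positive with the replicate block (0.06), with library size only (0.06) and without negative control 2 (0.04).

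Transcripts of some signalling proteins that the paper finds lower by Western blot in bEND.3 cells were also compared. The log2 fold change was -0.51 for Mapk3 and -0.40 for Mapk14, both with an adjusted p-value under 0.05 from edgeR. For Rela it was -0.23 (adjusted p = 0.0624 from edgeR), and over the alternatives the adjusted p went from 0.00702 with the replicate block to 0.4995 with library size only, and it was also under 0.05 with no filter (0.0141) and without GapmeR 3 (0.0365). Nfkb1 rose by 0.22 (adjusted p = 0.0146 from edgeR).

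Nucleotides 1278 to 1364 of Gm39822, which the paper aligns with human ABCC9, lie in exon 3 on chromosome 11 of GRCm39 from 51799445 to 51799531. Matching the mouse genome with blastn found 2451 other sites, with a median identity of 81.7%. This is consistent with an interspersed repeat, in which case similarity between the transcripts would not need a shared origin of the genes. Mouse Abcc9 had at most 7 counts in a sample.

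A loss of long genes, as an effect of the oligonucleotide on long primary transcripts, was not seen. Across 12705 genes with a mean of at least 1 CPM, Spearman's rho between log2 fold change and gene length was -0.0047. GC content had a rho of 0.011 with the fold change. After removal of the plain GC curve, 6846 of 8205 called genes (83.4%) kept their call and direction, and 10527 genes were called. With the robust curve, 8107 (98.8%) kept them and 8549 were called. After a plain curve on transcript length, 85.8% kept them.

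The forward Il6 primer printed in Table S1 had no exact match in the 4 GENCODE transcripts of Il6 examined, while the reverse primer matched each of them. Near matches were not searched, so this does not show that the primers used failed to amplify Il6.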
